# TGF-**β**–mediated epithelial-mesenchymal transition of keratinocytes promotes fibrosis in secondary lymphedema

**DOI:** 10.1172/jci.insight.192890

**Published:** 2025-07-29

**Authors:** Hyeung Ju Park, Jinyeon Shin, Ananta Sarker, Mark G. Klang, Elyn Riedel, Michelle Coriddi, Joseph H. Dayan, Sarit Pal, Babak J. Mehrara, Raghu P. Kataru

**Keywords:** Cell biology, Dermatology, Inflammation, Fibrosis, Lymph, Skin

## Abstract

Secondary lymphedema is characterized by fibrosis and impaired lymphatic function. Although TGF-β is a key regulator of fibrosis in this disease, the cellular mechanisms regulating this process remain unknown. Epithelial-mesenchymal transition (EMT), a mechanism by which TGF-β induces fibrosis in other skin diseases, is characterized by loss of epithelial cell markers and cellular polarity, upregulation of fibrotic gene expression, and gain of migratory capacity. Using clinical lymphedema biopsy specimens and animal models, we show that keratinocytes in the basal layer of the epidermis undergo EMT in lymphedematous skin, migrate into the dermis, and contribute to dermal fibrosis. In vitro studies using cultured primary human keratinocytes treated with lymphatic fluid from the affected limbs of patients with secondary lymphedema resulted in a TGF-β–mediated increased expression of EMT markers. We show for the first time that EMT is activated by TGF-β in secondary lymphedema and that this process plays an important role in regulating skin fibrosis in this disease.

## Abstract 2

Secondary lymphedema is characterized by fibrosis with unknown mechanisms. Here, for the first time, we show that keratinocytes under go epithelial to mesenchymal transition (EMT) contriobuting to skin fibrosis in lymphedema in a TGF-b dependent fashion.

## Introduction

Fibrosis, the excessive production of fibrous connective tissue, is a response to dysregulated wound healing or chronic inflammation. Although collagen deposition is initially beneficial for minor tissue repair, severe or repetitive tissue injury leads to persistent extracellular matrix (ECM) accumulation resulting in organ failure in chronic kidney disease, idiopathic pulmonary fibrosis, cirrhosis, heart failure, and scleroderma (1–10). While recent studies suggest that fibrosis plays a key role in the pathophysiology of secondary lymphedema, the cellular mechanisms regulating this response remain unclear.

Tissue biopsies from patients with secondary lymphedema demonstrate fibroblast proliferation, fibroadipose deposition, and accumulation of ECM products (11, 12). This response is driven by increased expression of transforming growth factor β (TGF-β) and T helper type 2 (Th2) cytokines, including IL-4 and IL-13 (11, 12). Notably, TGF-β and Th2 cytokines are also central to other fibrotic skin disorders, such as scleroderma and atopic dermatitis, as well as in pathological fibrosis of other organ systems (1, 13, 14). Animal models of secondary lymphedema further suggest an interplay between Th2 cytokines and TGF-β signaling pathways, underscoring their importance in lymphedema-induced fibrosis (15, 16). This is supported by the finding that inhibition of TGF-β or Th2 cytokines reduces ECM accumulation, tissue stiffness, fibroblast proliferation, and collagen deposition (11, 17).

Epithelial-mesenchymal transition (EMT), a key regulator of fibrosis in the skin and other organ systems, transforms epithelial cells into ECM-producing mesenchymal cells (18–20). During EMT, epithelial cells lose polarity, downregulate expression of epithelial genes (e.g., cytokeratin and junctional proteins), and upregulate expression of mesenchymal markers (e.g., vimentin, FSP1, fibronectin, collagens, and α-smooth muscle actin) (21). EMT also enables epithelial cells to degrade basement membrane molecules and migrate into underlying tissues (20). TGF-β–induced EMT is a major driving force of fibrosis in fibrotic disorders (22). Furthermore, TGF-b and Th2 cytokines promote fibroblast proliferation, myofibroblast differentiation, ECM production, and the expression of fibroblast-associated genes (e.g., vimentin and fibroblast-specific protein 1 [FSP1]) (2, 3, 23–26). Although TGF-β is known to increase fibroblast proliferation and ECM production in lymphedematous skin, its role in regulating EMT and the resulting contributions to lymphedema-associated fibrosis are unknown.

In this study, we used clinical secondary lymphedema biopsy samples and animal models to test the hypothesis that TGF-β induces EMT of keratinocytes. We provide the evidence that keratinocytes in the basal layer of the epidermis undergo EMT in lymphedematous skin, migrate into the dermis, and contribute to dermal fibrosis. In vitro studies demonstrate that exposure of primary human keratinocytes to lymphedema fluid collected from the lymphedematous limb of patients with secondary lymphedema increases the expression of EMT genes in keratinocytes, and that this process is dependent on TGF-β signaling. Inhibition of TGF-β or Th2 cytokines in preclinical mouse models and in tissues collected from patients treated with neutralizing antibodies against IL-4/IL-13 reduces keratinocyte EMT.

## Results

### Lymphedema results in skin fibrosis and keratinocyte EMT.

To investigate fibrotic skin changes in clinical lymphedema, we compared matched biopsies obtained from the normal and lymphedematous arms of 29 patients with stage I–II breast cancer–related lymphedema (BCRL) (Figure 1A). Bulk RNA sequencing (RNA-seq) analysis comparing the affected arms of 4 patients with their normal limb revealed increased expression of fibrotic genes including vimentin, TGF-βs, platelet-derived growth factor β, collagens, and matrix metalloproteinases (MMPs) in lymphedematous skin (Figure 1B and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.192890DS1). 

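Skin biopsies from the lymphedematous arm and the normal arm of 4 patients gave 8 bulk RNA-seq libraries, 4 per group, so that each patient served as their own control. Bulk RNA-seq measures the RNA of all cells of a biopsy together, and ribosomal RNA was removed before sequencing. The authors deposited the number of reads counted on each of 57445 genes with HTSeq, without normalization, and a second table in which these counts are divided by 1 size factor per library. The size factors, taken from the ratio of the tables, ran from 0.891 to 1.07. Between 15558025 and 20616771 reads per library were counted on genes in normal skin (median 18608875), and between 15233368 and 19754287 in lymphedematous skin (median 18462910). These were 35.3% to 42.6% of everything the count table lists in normal skin and 37.1% to 41.6% in lymphedematous skin. Most of the remainder lay outside annotated genes (44.7% to 48.7% per library). The deposited sample descriptions give a depth of about 46000000 paired reads per library, and the values here use the reads counted on genes. The aligner, genome build and strand setting behind the counts are not named in the paper's text, so reads of overlapping genes on opposite strands may have been counted together. From the deposited counts, lymphedematous skin was compared with normal skin by edgeR's quasi-likelihood test with the patient as a block and TMM normalization, over the 17405 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. The filter and the block are the choices that could move the numbers most. No gene had an adjusted p under 0.05 in this test (0 higher and 0 lower in lymphedematous skin), and the smallest adjusted p was 0.721. At an unadjusted p under 0.05 there were 827 genes, of which 440 were higher and 387 lower, where 870 are expected by chance, and without patient 3 there were 1744. Without the filter on low counts, which moved this result most, 123 genes were higher and 64 lower at an adjusted p under 0.05. That fit called 102 to 618 genes over the 8 labelings that swap biopsies within patients, the real one included. These calls therefore do not by themselves mark a difference between the arms. In simulated data with the same number of libraries, the test called 30.0% of genes changed by 0.5 on the log2 scale and 74.1% of genes changed by 1. These shares may be too high for the real data. With no gene changed the simulation gave a mean of 5.3 calls, while swaps of the real biopsies within patients gave 0 or 1.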

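Vimentin (VIM, ENSG00000026025.9) had 12631 ± 2743 scaled counts in normal skin (SD, n = 4) and 13575 ± 3554 in lymphedematous skin (SD, n = 4). Scaled counts are the authors' counts divided by the size factor of the library. VIM was higher in the lymphedematous biopsy of 2 of the 4 patients, with a log2 fold change of 0.09 (standard error 0.10), less than its standard error. Without patient 1 it was -0.0026. TGFB1 (ENSG00000105329.5) had 193 ± 27.3 scaled counts in normal skin and 239 ± 59.4 in lymphedematous skin, and was higher in 3 of 4 patients. Its log2 fold change was 0.30 (standard error 0.15, adjusted p = 0.987 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TGFB2 (ENSG00000092969.7), which is not shown in Fig. 1B, went from 160 ± 22.8 to 147 ± 10.4 scaled counts, a log2 fold change of -0.11 (standard error 0.13), and was higher in 1 of 4 patients. TGFB3 (ENSG00000119699.3) had 210 ± 30.6 and 213 ± 73.6 scaled counts, with 2 of 4 patients higher. The log2 fold change of TGFB3 was -0.02 (standard error 0.14), and it turned positive without the patient block (0.02) and without patient 4 (0.12). For PDGFB (ENSG00000100311.12), scaled counts were 149 ± 54.8 and 159 ± 49.5, and 3 of 4 patients were higher, with a log2 fold change of 0.12 (standard error 0.13). VIM, TGFB1, TGFB3 and PDGFB each overlap another annotated gene on the opposite strand, and TGFB2 overlaps TGFB2-OT1 on the same strand, so their counts are uncertain to that extent. The adjusted p of these 5 genes was 0.987 to 0.999 in edgeR's test. Each difference between the group means was smaller than the larger SD of the groups. That SD includes differences between patients, so it does not measure the spread of the change within patients. An exact sign-flip test of the paired differences, two-sided, gave 0.25 for TGFB1, TGFB2 and PDGFB, where 0.125 is the smallest p that 4 pairs allow.

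Collagens were taken as a family, over all 38 tested genes of that name. Of these, 29 had a positive log2 fold change, with a median of 0.07 (adjusted p = 0.438 from limma's camera test with Benjamini-Hochberg adjustment over 27 gene lists). The mean change of the family was positive in 3 of 4 patients. Leaving out patient 1 turned the median to -0.0085, and leaving out patient 3 raised it to 0.21 (adjusted p = 0.00356, against 0.174 to 0.922 in the alternatives that kept all patients). The 12 tested MMP genes had a median log2 fold change of 0.10, with 9 of 12 positive and 3 of 4 patients higher (adjusted p = 0.522 in the camera test of limma). Without patient 1 their median was -0.02 and without patient 3 it was 0.27. From the expression of these genes in Fig. 1B, the paper states that fibrotic genes were increased in lymphedematous skin.

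**Figure D1:**
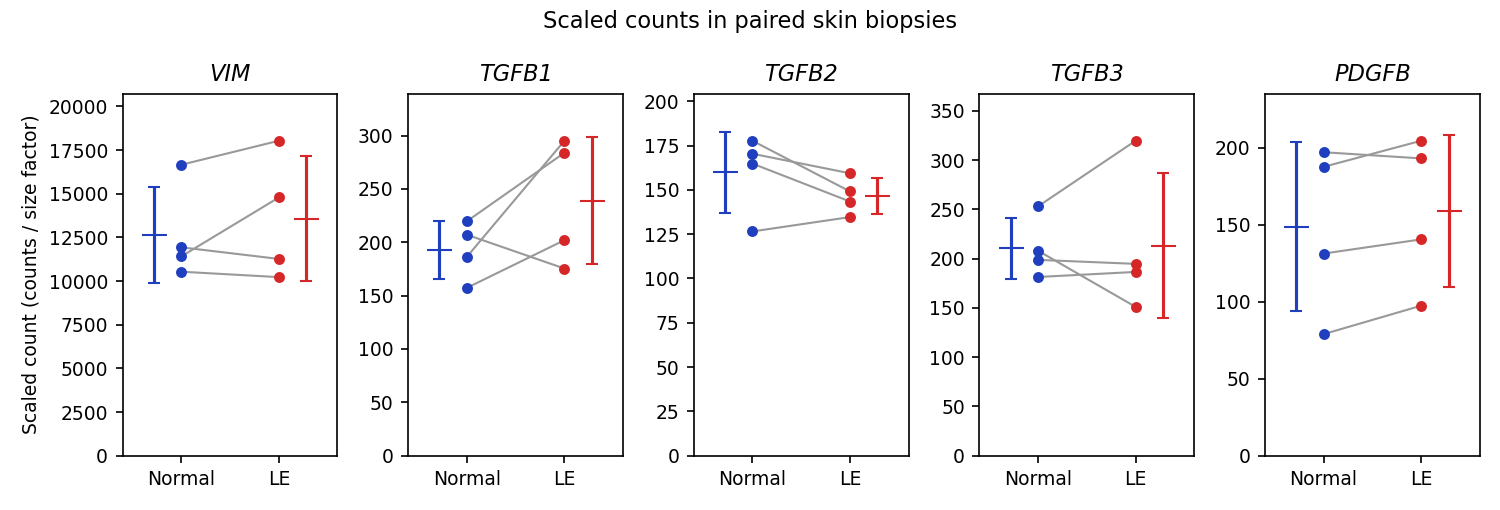
Scaled counts (vertical axis, counts divided by the size factor of the library) of VIM, TGFB1, TGFB2, TGFB3 and PDGFB in normal and LE skin, with a line joining the biopsies of each of the 4 patients and the mean ± SD of each group beside them. LE skin is higher in 2 of the 4 patients for VIM and TGFB3, in 3 for TGFB1 and PDGFB and in 1 for TGFB2.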

Histology confirmed increased fibrosis showing collagen accumulation and a higher number of CD26^+^ or vimentin^+^ fibroblasts in the papillary dermis (Figure 1, C and D).

Keratinocytes in the basal layer of the epidermis in lymphedematous skin exhibited hallmarks of EMT, including hyperkeratosis, spongiosis, and increased rete ridges (Figure 2A). These cells also had markedly abnormal nuclei, loss of columnar morphology, and abnormal cellular polarization (Figure 2A). A large proportion of abnormal basal keratinocytes in lymphedematous skin expressed vimentin as compared with control biopsies (Figure 2B). This is important because vimentin is a cellular marker of EMT that also controls the expression of other EMT genes (27). 3D rendering of confocal images showed vimentin^+^ cells in close association with, and sometimes migrating through, the basement membrane, as denoted by type IV collagen staining (Figure 2C).

### Keratinocytes express EMT-related genes.

Immunofluorescent staining confirmed that significantly high number of vimentin^+^ epidermal cells in lymphedematous skin expressed other EMT markers, including FSP1, MMP9, Slug, Twist, and ITGB4 compared with normal skin (Figure 3, A–E and I–M). Some cells expressed these markers without coexpression of vimentin. Conversely, these cells showed decreased expression of epithelial markers keratin14 (KRT14), E-cadherin, and collagen XVII (Figure 3, F–H).

### Mouse tail lymphedema model recapitulates keratinocyte EMT.

The mouse tail lymphedema model mirrored the EMT observed in clinical samples. Six weeks after tail skin and lymphatic excision, lymphedematous tail skin showed increased vimentin^+^ epidermal cells, increased expression of EMT-related genes, and decreased expression of epidermal markers (Figure 4, A and B, and Supplemental Figure 1). Western blot analysis of isolated epidermis confirmed the upregulation of fibronectin (18.3-fold), MMP9 (3.1-fold), CD26 (5.4-fold), vimentin (36.2-fold), and FSP1 (1.9-fold) in lymphedematous samples (Figure 4C).

### Lineage tracing confirms EMT and dermal migration.

Tail skin and lymphatic excision in KRT14-YFP transgenic mice (tamoxifen-inducible expression of yellow fluorescent protein [YFP] under the regulation of the KRT14) resulted in localization of YFP^+^ cells only in the epidermis of control mice. In contrast, YFP^+^ cells were noted throughout the epidermis and dermis 6 weeks after surgery (Figure 5A). Dermal YFP^+^ cells also coexpressed vimentin (Figure 5B). Flow cytometry of isolated dermis corroborated these findings, showing increased YFP^+^ cells expressing fibroblast markers (vimentin, CD26, CD90, CD140α) in lymphedematous samples (Figure 5C and Supplemental Figure 2).

### TGF-β signaling drives keratinocyte EMT in lymphedema.

TGF-β is a strong promoter of EMT and cellular invasiveness in other diseases. The expression of this growth factor is significantly increased in secondary lymphedema (28). Lymphedematous skin, particularly the rete ridges where vimentin^+^ keratinocytes cluster, showed significantly increased TGF-β expression (Figure 6A). Vimentin^+^ keratinocytes expressed pSmad3, indicating activation by TGF-β signaling. Lymph fluid (LF) from lymphedematous tissues contained TGF-β1, which induced the expression of FSP1, vimentin, CD26, and collagen III in cultured primary human keratinocytes (Supplemental Figure 3). Pirfenidone, a small-molecule inhibitor of TGF-β, significantly reversed these effects (Figure 6B).

We have previously shown that topical pirfenidone decreases skin fibrosis and improves lymphedema in the mouse tail model (11). Therefore, we next tested the efficacy of topical pirfenidone to decrease skin EMT in this model. As with our previous study, all animals underwent capillary and collecting lymphatic vessel excision and were allowed to recover for 2 weeks. Control mice were then treated with Aquaphor ointment and experimental animals were treated with Aquaphor containing 1% pirfenidone once a day for 4 weeks (Figure 7A) (11). Examination of skin in the pirfenidone-treated mice showed markedly decreased expression of TGF-β, a decreased number of pSmad3^+^ and vimentin^+^ keratinocytes, and decreased expression of MMP in vimentin^+^ keratinocytes (Figure 7, B–D). The expression of KRT14, a marker of keratinocyte differentiation, was highly abnormal in control mice as it was localized to cells in all the layers of the epidermis. In contrast, mice treated with topical pirfenidone had a much more normal-appearing expression pattern of KRT14 that was limited to the basal layer.

### Th2 cytokines regulate TGF-β and keratinocyte EMT.

Inhibition of Th2 cytokines decreases TGF-β production in secondary lymphedema and other fibrotic diseases (17, 29). Therefore, to determine if Th2 cytokines regulate TGF-β–induced keratinocyte EMT, adult female mice underwent tail skin/lymphatic excision and were subsequently treated twice a week with isotype control antibody or IL-13–neutralizing monoclonal antibodies (5 μg/g) (Figure 8A) (17). IL-13 blockade significantly decreased TGF-β expression, reduced the number of vimentin^+^ keratinocytes, and decreased MMP9 expression in vimentin^+^ keratinocytes (Figure 8, B and C). Similar to topical pirfenidone, IL-13 neutralization normalized the expression of KRT14 in the epidermis.

We had previously performed a pilot study with 8 BCRL patients who were treated with anti-Th2 immunotherapy (QBX258; a combination treatment with monoclonal antibodies that block both IL-4 and IL-13) once a month for 4 months (Figure 8D) (12). This study showed that hyperkeratosis was decreased after immunotherapy; however, we had not assessed EMT. Therefore, in the current study, we reanalyzed skin biopsy samples obtained from our patient cohort before and 1 month after completion of a 4-month course of IL-4/IL-13–neutralizing antibodies. Consistent with our mouse model, this analysis showed a dramatic decrease in the number of vimentin^+^ and pSmad3^+^ keratinocytes in the epidermis (Figure 8E).

## Discussion

In this study, we showed that keratinocytes undergo EMT in secondary lymphedema and contribute to the process of skin fibrosis. Using clinical biopsy samples and a mouse model, we observed distinct hallmarks of EMT in lymphedematous skin: epidermal thickening, elongated rete ridges, and a significantly increased number of vimentin^+^ cells in the basal epidermis. Importantly, these vimentin^+^ cells exhibited loss of epithelial markers and upregulation of mesenchymal markers, along with evidence of migration into the dermis. Lineage tracing in transgenic mice confirmed the keratinocyte origin of these dermal fibroblasts, and in vivo and in vitro studies showed that TGF-β and Th2 cytokines play important roles in this process. Our findings are supported by previous reports demonstrating that EMT is an important regulator of fibrosis in a variety of clinical scenarios, including inflammatory skin disorders such as atopic dermatitis and psoriasis (30–34).

Our findings suggest that TGF-β signaling in the papillary dermis plays a pivotal role in driving keratinocyte EMT in lymphedema. This is consistent with a previous study showing that skin dermal papillae create a TGF-β–rich microenvironment that supports interaction between fibroblasts and keratinocytes/hair follicles (35). We observed increased expression of TGF-β in the dermal papillae, particularly near the rete ridges, along with the accumulation of vimentin^+^ epithelial cells expressing pSmad3. Furthermore, LF from lymphedematous tissue induced EMT in cultured keratinocytes, an effect that was blocked by TGF-β inhibition with pirfenidone. This aligns with the established role of TGF-β as a potent inducer of EMT in various fibrotic diseases (22, 36, 37).

We also elucidated a key interplay between Th2 cytokines and TGF-β signaling in the context of lymphedematous fibrosis. These findings are consistent with previous reports in other organ systems demonstrating bidirectional interaction between TGF-β and Th2 cytokines in fibrotic disorders (38–42). In our mouse model, inhibiting IL-13 reduced TGF-β expression and keratinocyte EMT. Analysis of clinical biopsy samples following anti-Th2 immunotherapy corroborated these findings, revealing a significant decrease in vimentin^+^ and pSmad3^+^ keratinocytes. Together, these findings support the hypothesis that Th2 cytokines positively regulate TGF-β expression in lymphedema and that the combined expression of these cytokines modulates keratinocyte EMT.

Our results highlight the multifaceted role of keratinocytes in lymphedema pathology. Beyond the recognized function of keratinocytes in modulating Th2 inflammatory responses by producing Th2-inducing cytokines such as TSLP and IL-33 (43), this study underscores the importance of these cells to the fibrotic process via EMT. This expands our understanding of secondary lymphedema and suggests that targeting keratinocytes could be a promising therapeutic avenue.

Our study has some limitations. LF was collected from stage II lymphedema patients since stage I lymphedema patients do not have much excessive tissue fluid in general. Similarly, patients with stage III disease usually do not have significant accumulation of LF but rather have extensive fibroadipose tissue deposition. It is also impossible to obtain enough extracellular fluid from normal tissues for in vitro studies, thus limiting our controls for experiments in which we used LF. However, we tried to mitigate this issue by obtaining LF from 6 different patients to bolster our findings. In addition, pirfenidone prevented fibrosis and EMT when administered in the early postoperative period, suggesting that TGF-b plays an important role in this process. Future studies are needed to determine if TGF-b blockade can reverse established EMT in late-stage lymphedema.

In conclusion, this study identifies previously unknown keratinocyte EMT as a novel mechanism contributing to skin fibrosis in secondary lymphedema (Figure 9). Our findings implicate a signaling axis involving TGF-β within the dermal papillae, potentially regulated by Th2 cytokines, that promotes keratinocyte EMT and subsequent fibroblast transformation.

## Methods

### Sex as a biological variable.

This study involves human biopsy specimens and interstitial lymphedema fluid from women with upper extremity breast cancer–related lymphedema (BCRL). Treatment studies utilized adult (8–12 week-old) female C57BL/6J mice. The exclusion of male human and mouse specimens was due to the higher prevalence of BCRL in females, necessitating further research to determine the relevance of these findings to the male sex.

### Clinical lymphedema biopsy specimens.

Women with unilateral upper extremity BCRL were identified at our lymphedema clinic and screened for eligibility for harvesting of biopsy specimens. Inclusion criteria included age between 21 and 75 years, unilateral axillary surgery, and stage I–II lymphedema (volume differential of > 10% with the normal limb or L-Dex measurements above 7.5 units). Exclusion criteria included pregnant or lactating women, recent (within 3 months) history of lymphedematous limb infection, chemotherapy, treatment with steroids or other immunosuppressive agents, and active cancer or breast cancer metastasis. We harvested excess interstitial LF from the lymphedematous arm and 5-mm full-thickness skin biopsies from the volar surface of the normal and lymphedematous limb at a point located 5–10 cm below the elbow crease. Surgery was performed under sterile conditions with local anesthesia. Patients were treated with a dose of antibiotics (1,000 mg cephalexin or 600 mg clindamycin if penicillin-allergic) 30–60 minutes before the procedure. Study design for anti-Th2 immunotherapy is described in a previous publication (12).

### Animals.

Adult (8–12 week-old) female C57BL/6J mice were used for all treatment studies. We used female mice because secondary lymphedema affects females more commonly than males. KRT14Cre mice were bred with YFP floxed C57BL/6J mice (a gift from Elaine Fuchs, The Rockefeller University, New York, NY, USA). Per the IACUC-approved protocol, all mice were maintained in light- and temperature-controlled pathogen-free environments and fed ad libitum.

### Surgical models of lymphedema.

Anesthesia was induced using isoflurane (Henry Schein Animal Health, Dublin, OH, USA), and mice were kept on a heating blanket to maintain body temperature. Depth of anesthesia was monitored by reaction to pain and observation of respiratory rate. Animals were excluded from the experiment if wound infection or ulceration in the tail was noted at any time point following surgery. Postoperative pain control was maintained with 3 doses of intraperitoneal buprenorphine injection every 4–12 hours. Animals were euthanized by carbon dioxide asphyxiation as recommended by the American Veterinary Medical Association.

We used 2 well-described mouse models of lymphedema (44). In the tail surgery model, both the superficial and deep lymphatic vasculature were ligated through a 2-mm circumferential excision of the skin, 2 cm distal to the base of the tail. Collecting lymphatics were identified using Evans blue injection and ligated along the entire length of the skin excision. Control animals underwent skin incision without lymphatic ligation (17, 45).

### Histology and immunofluorescence.

Histological and immunofluorescence analyses were performed using our previously published techniques (16, 46, 47). Clinical and experimental biopsy specimens were fixed in 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO, USA) overnight. Tails were decalcified using 5% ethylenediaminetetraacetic acid (Santa Cruz Biotechnology, Santa Cruz, CA, USA), embedded in paraffin, and sectioned at 5 μm. Hematoxylin and eosin (H&E) staining was performed using standard techniques. For immunofluorescent staining, the rehydrated sections underwent heat-mediated antigen unmasking with sodium citrate (Sigma-Aldrich) and quenching of endogenous peroxidase activity. The sections were then incubated at 4 °C with the appropriate primary antibodies overnight. The list of antibodies utilized is in Table 1.

H&E and IHC slides were evaluated with brightfield or fluorescent microscopy and scanned using a Mirax slide scanner (Carl Zeiss, Oberkochen, Germany). Staining was visualized using Slide Viewer (3DHISTECH Ltd., Budapest, Hungary). The epidermal area was quantified in H&E-stained tail cross sections by measuring the ratio of dark-stained epidermis within the total tissue area using MetaMorph Offline software (Molecular Devices, Sunnyvale, CA, USA) with a minimum of 4 high-powered fields per tissue by 2 blinded reviewers. Cell counts were quantified in IHC-stained tail cross sections by counting the cells with positive staining. The protein-expressing area was quantified as a ratio of the area of positively stained dermis within a fixed threshold to the total tissue area using MetaMorph Offline software (Molecular Devices) with a minimum of 4 high-powered fields per animal by 2 blinded reviewers.

### RNA-seq.

RNA-seq was performed in collaboration with the Integrated Genomics Operation (IGO) Core Facility at MSK. Four pairs of frozen clinical lymphedema biopsy specimens were submitted to the IGO. The ribodepletion method was used for RNA-seq. mRNA expression was standardized and analyzed by the IGO. Standardized expression for each molecule was assessed and data are presented as Z-scores.

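The Z-scores can be recomputed from the authors' table of scaled counts, which holds 22494 genes, each with at least 15 reads summed over the 8 libraries. For each gene, the mean over the 8 libraries was subtracted from the scaled count of each library and the result was divided by the sample SD. These values, averaged over the 4 lymphedematous libraries, lay within 4.99e-07 of the paper's supporting data values for all 67 genes of Fig. 1B. The paper's text does not name the scale or the SD, and this match was obtained on the linear scale, without logarithms. Because both groups have 4 libraries, the average Z-score of normal skin is the same size with the opposite sign, and with 8 libraries an average can reach at most 0.935. A Z-score carries no information on the size of a change in expression, since each gene is divided by its own spread. Of the genes in the scaled table, 51.0% had a positive average Z-score in lymphedematous skin.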

### Western blot analysis.

Clinical and mouse skin biopsies were frozen in liquid nitrogen and homogenized. The samples were then lysed with a radioimmunoprecipitation assay lysis buffer containing the single-use Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, Waltham, MA, USA). The lysates were centrifuged at 13,000*g* for 10 minutes at 4 °C, and the protein concentration was measured by a BCA protein assay kit (Thermo Fisher Scientific) according to the manufacturer’s directions. Total protein (1–20 μg) was separated by NuPAGETM 4–12% Bis-Tris gel (Thermo Fisher Scientific) and transferred onto polyvinylidene difluoride membranes (Bio-Rad Laboratories, Inc., Hercules, CA, USA). The membranes were blocked with 5% skim milk in TBS containing 0.1% Tween 20 (TBST) at room temperature for 1 hour and incubated with antibodies against fibronectin (ab2413; Abcam, Cambridge, UK), MMP9 (ab38898; Abcam), CD25 (AF954; R&D Systems, Inc., Minneapolis, MN, USA), vimentin (ab137321; Abcam), FSP1 (ABF32; Sigma-Aldrich), collagen III (22734-1-AP; Proteintech Group, Inc., Rosemont, IL, USA), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH; MAB374; Sigma-Aldrich) in 0.5% skim milk in TBST at 4 °C overnight. After washing 3 times with TBST, the membranes were incubated with horseradish peroxidase–conjugated secondary antibody in TBST at room temperature for 1 hour. The membranes were then washed with TBST, and immune-reactive bands were detected with ECL Western Blotting Substrate (Thermo Fisher Scientific). Protein expression was quantified with ImageJ software (National Institutes of Health, Bethesda, MD, USA) and normalized to housekeeping genes, GAPDH, or β-actin.

### Flow cytometry.

Flow cytometry was performed to quantify inflammation in the mouse tails after tail surgery (48). Briefly, single-cell suspensions were obtained from a 3-cm portion of the tail distal to the surgical site using a combination of mechanical dissociation and enzymatic digestion with a solution of DNase I, Dispase II, collagenase D, and collagenase IV (all Roche Diagnostics, Indianapolis, IN, USA) mixed in 2% fetal calf serum (Sigma-Aldrich). Cells were stained with combinations of the following antibodies: goat anti-YFP (AB1166-100; OriGene Technologies, Inc., Rockville, MD, USA), donkey anti-goat FITC (A16006; Invitrogen, Waltham, MA, USA), rat anti-vimentin Alexa Fluor 647 (699307; BioLegend, San Diego, CA, USA), rat anti-CD140a BV605 (135916; BioLegend), rat anti-CD90.2 APC Cy7 (140331; BioLegend), and rat anti-CD26 PE (137803; BioLegend). Intracellular staining was performed with BD Cytofix/Cytoperm (AB2869008; BD Biosciences, Franklin Lakes, NJ, USA). DAPI viability stain was also used on all samples to exclude dead cells. Single-stain compensation samples were created using UltraComp eBeads (01-2222-42; Applied Biosystems, Waltham, MA, USA). Flow cytometry was performed using a BD Fortessa flow cytometry analyzer (BD Biosciences) with BD FACS Diva, and data were analyzed with FlowJo software (BD Biosciences).

### In vitro keratinocyte culture.

Human keratinocytes (PCS-200-011; American Type Culture Collection [ATCC], Manassas, VA, USA) were cultured in dermal cell basal medium (PCS-200-030; ATCC) with a keratinocyte growth kit (PCS-200-040; ATCC). Keratinocytes were cultured with or without 10% lymphedema fluid in keratinocyte medium for 72 hours.

### Pirfenidone treatment.

A topical formulation of pirfenidone (PFD; 1% PFD dissolved in Aquaphor; Beiersdorf, Hamburg, Germany) was developed in collaboration with the Research Pharmacy Core Facility at MSK. This dose of PFD was based on previous studies showing effective treatment regimens for various fibrosis models (49–51). The control group was treated with Aquaphor alone. PFD or Aquaphor treatment was initiated 2 weeks after tail surgery. The treatment was applied once daily for 4 weeks to the tail region distal to the zone of lymphatic/skin excision.

### Antibodies and inhibitors.

We used a well-described monoclonal rat antibody against mouse IL-13 (5 μg/g; clone 38213; R&D Systems, Inc.) administered intraperitoneally (29). Controls were treated with similar doses of isotype control antibodies (Bio X Cell, Lebanon, NJ, USA). To determine the role of IL-13 in the EMT of keratinocytes, C57BL/6J mice were treated with IL-13 monoclonal antibody or isotype control antibodies 24 hours before and then every 4 days for 6 weeks after surgery.

### Anti-Th2 immunotherapy study design and approval.

This pilot study was approved by the Institutional Review Board at MSK and previously described (12). Patients diagnosed with unilateral stage I or II BCRL received QBX258, which is a combination of 2 humanized monoclonal antibodies that inhibit the bioactivity of IL-4 and IL-13.

### Statistics.

Statistical analysis was performed using GraphPad Prism software (Dotmatics, Boston, MA, USA). Samples were assessed for normal distribution using the Shapiro-Wilk test. Normally distributed clinical samples were analyzed using a paired Student’s *t* test. Comparison of multiple groups or time points was performed using an unpaired Student’s *t* test, a Mann-Whitney test, 1-way ANOVA) or 2-way ANOVA with multiple comparisons using Tukey’s multiple comparison test. Data are presented as mean ± SD unless otherwise noted, with *P* < 0.05 considered significant. For all figures, each dot represents 1 animal or patient unless noted otherwise.

### Study approval.

All procedures involving human participants were approved by the Institutional Review Board at Memorial Sloan Kettering Cancer Center (MSK). All studies involving vertebrate animals were approved by the Institutional Animal Care and Use Committee (IACUC) at MSK under protocol 06-08-018. The MSK IACUC adheres to the National Institutes of Health Public Health Service Policy on Humane Care and Use of Laboratory Animals and operates in accordance with the Animal Welfare Act and the Health Research Extension Act of 1985.

### Data availability.

All the RNA-seq raw data has been deposited in GEO under accession number GSE302118. Raw data for this manuscript have been provided as a Supporting data values file.

## Author contributions

HJP, BJM, and RPK conceptualized the study. HJP and RPK developed the methodology. HJP, RPK, JS, AS, and SP conducted the experiments. MC, JHD, and BJM collected the lymphedema human biopsies. MGK formulated and prepared the topical pirfenidone. ER helped and oversaw the statistical methods. BJM and RPK acquired the funding. HJP and RPK wrote the original draft. HJP, RPK, and BJM participated in the editing and review of the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
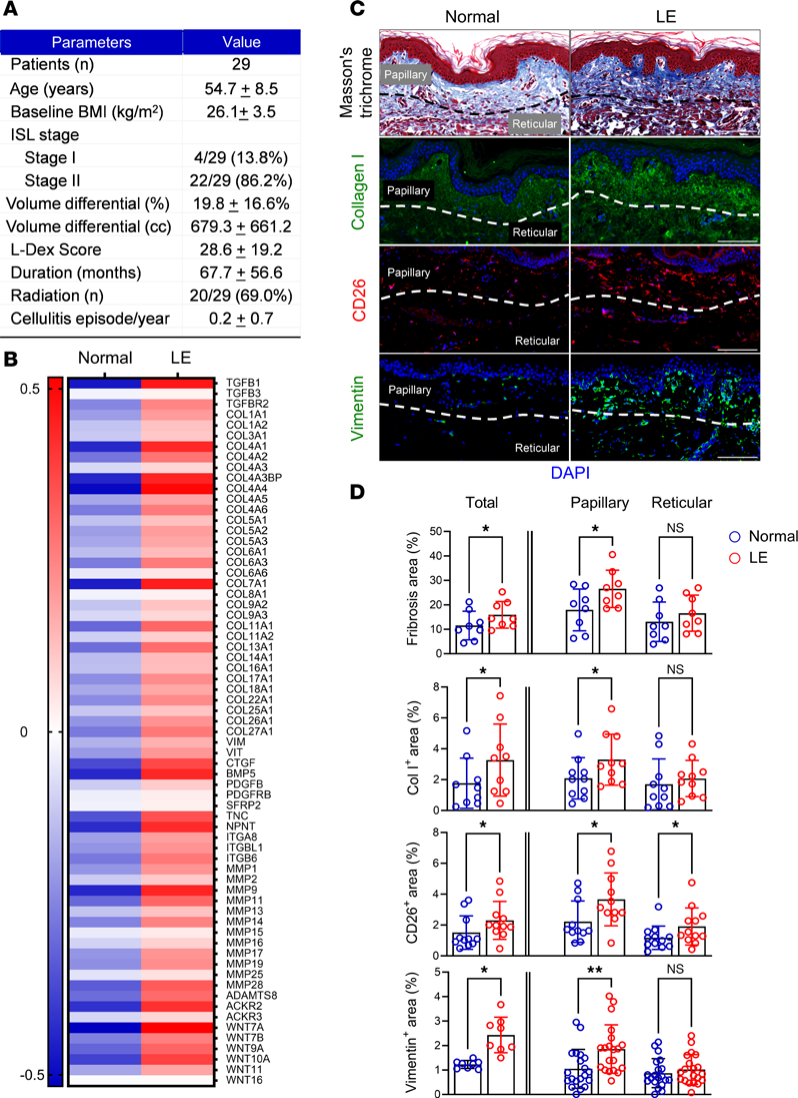
Lymphedema induces skin fibrosis in patients with unilateral BCRL. (**A**) Patient demographics. Data are presented as mean ± SD unless noted. BMI, body mass index; ISL, International Society of Lymphology. (**B**) Expression of fibrosis-related genes by RNA-seq in normal and lymphedematous (LE) skin biopsies (*N* = 4). Each box represents the average mRNA expression of 4 patients. (**C**) Representative image of Masson’s trichrome staining and immunofluorescent staining of collagen I, CD26, and vimentin in normal and LE skin biopsies. Dashed lines delineate papillary and reticular dermis. Scale bar: 100 μm. (**D**) Quantification of fibrosis, collagen I^+^, CD26^+^, and vimentin^+^ areas in normal and LE skin biopsies. Each circle represents the average quantification of 3 high-power field views for each patient (*n* = 8–23). *P < 0.0, **P < 0.01. *P* values were calculated by paired Student’s *t* test. Error bars represent mean ± SD.

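The average Z-scores in LE skin ran from 0.00898 (WNT16) to 0.517 (WNT7A), with a median of 0.215, and were positive for 67 of 67 genes. Without patient 3 the median was 0.345. On log2(scaled counts + 1) they were positive for 62 genes, and without patient 1 for 46. LE skin was higher in all 4 patients for 5 genes (8.38 expected by chance among 67 genes with a positive average Z-score), in 3 for 28 genes, in 2 for 30 genes and in 1 for 4 genes. An exact permutation test of the scaled counts, two-sided over the 70 splits of the 8 libraries, gave no gene with p under 0.05 (0 of 67). Its smallest p was 0.114. These splits ignore the pairing of the biopsies within patients, so differences between patients add to the spread in this test. Of the 67 genes, 62 passed the filter on low counts and 5 did not (COL22A1, COL26A1, BMP5, MMP1 and MMP13). In the paired fit the log2 fold change was positive for 59 genes and negative for TGFB3, COL3A1 and MMP25, and its median was 0.13. For 37 of the 62 genes it was smaller than its standard error. Without the patient block 62 genes were positive, and without patient 1 the number was 40. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 over all genes tested and 0 adjusted over the list alone, where the smallest value was 0.155. The paper's text gives no rule for choosing the list. If it was chosen on these samples, the adjustment over the list alone is not independent evidence. At an unadjusted p under 0.05 there were 2 genes, CTGF and MMP9. CTGF had 692 ± 218 scaled counts in normal skin and 887 ± 300 in LE skin (SD, n = 4), a log2 fold change of 0.36 (standard error 0.09) with 4 of 4 patients higher. MMP9 had few reads, 20 to 85 per library, with 23.9 ± 4.26 and 45.9 ± 33.2 scaled counts and 4 of 4 patients higher. The log2 fold change of MMP9 was 0.79 (standard error 0.31), and 0.40 without patient 1, whose LE biopsy had 95.4 scaled counts. COL4A1 (0.46, standard error 0.21), TNC (0.45, standard error 0.21) and ACKR2 (0.40, standard error 0.18) followed by p, with 3, 3 and 4 of 4 patients higher. Single patients weighed on each. COL4A1 fell in patient 2 (1592 to 1090 scaled counts). TNC fell in patient 3 (806 to 561) and rose most in patient 1 (1068 to 2299). ACKR2 was nearly level in patient 3 (93.7 and 94.0) and rose most in patient 4 (49.4 to 95.3). COL4A1 overlaps COL4A2 on the opposite strand and ACKR2 overlaps KRBOX1 on the same strand, so their reads may be shared. Without the filter on low counts, COL4A1 and TNC had adjusted p values of 0.00376 and 0.00622 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes were 0.45 each there, nearly the same as with the filter. Their standard errors were 0.10 and 0.11, against 0.21 each with the filter, so these calls rest on a lower estimated spread. COL3A1, a gene with many reads, had a log2 fold change of -0.02 (standard error 0.18), which was 0.25 without the patient block, 0.0092 without patient 2 and 0.21 without patient 3. That of MMP25 was -0.02 (standard error 0.36), and it turned positive without the patient block (0.07) and without patients 2 (0.28) or 4 (0.08). The list includes COL4A3BP, a gene now named CERT1, which was not counted as a collagen here.

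**Figure D2:**
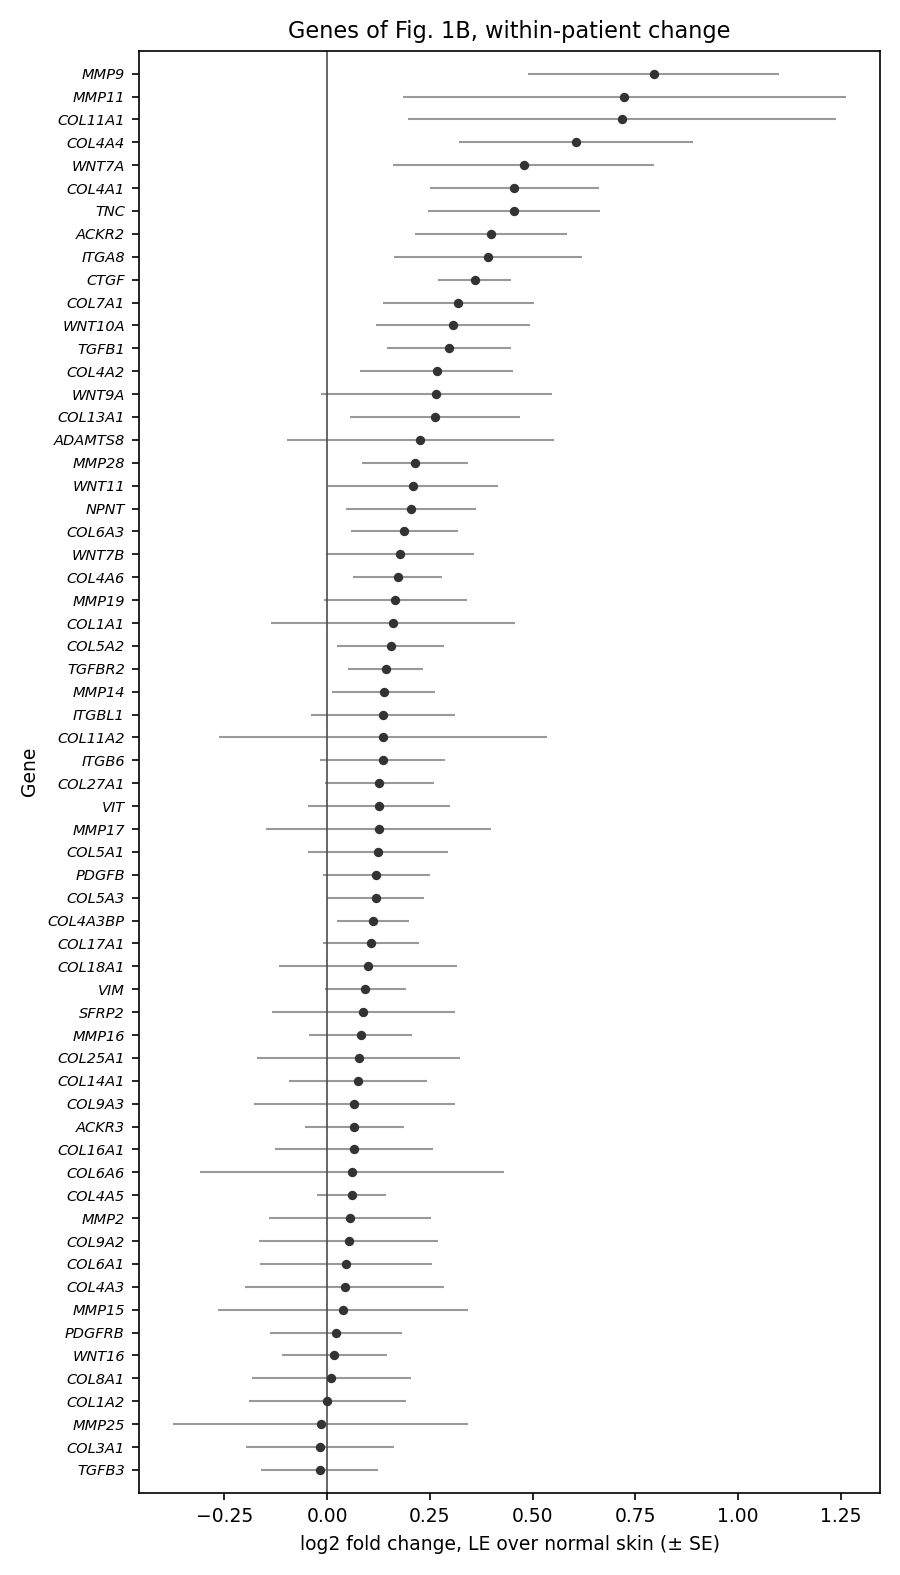
Log2 fold change of LE over normal skin within patients (horizontal axis) for the 62 tested genes of Fig. 1B (vertical axis), where points are estimates of edgeR's fit and bars are 1 standard error. The estimate is positive for 59 genes, and for 37 of the 62 it is smaller than its standard error.

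The scaled table holds 75 collagen, MMP and WNT genes, of which 48 are shown in Fig. 1B and 27 are not. The average Z-score in LE skin was positive for 48 of the 48 genes shown and for 1 of the 27 others (COL15A1, named here after its value was seen). By family, 12 of 42 collagens, 6 of 18 MMPs and 9 of 15 WNTs are not shown. Over the 14 tested WNT genes, shown or not, the median log2 fold change was -0.08, with 6 of 14 positive and 2 of 4 patients higher (adjusted p = 0.384 from limma's camera test with Benjamini-Hochberg adjustment). This median stayed negative with every normalization tried and without each patient in turn, from -0.10 to -0.02 (without patient 1).

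**Figure D3:**
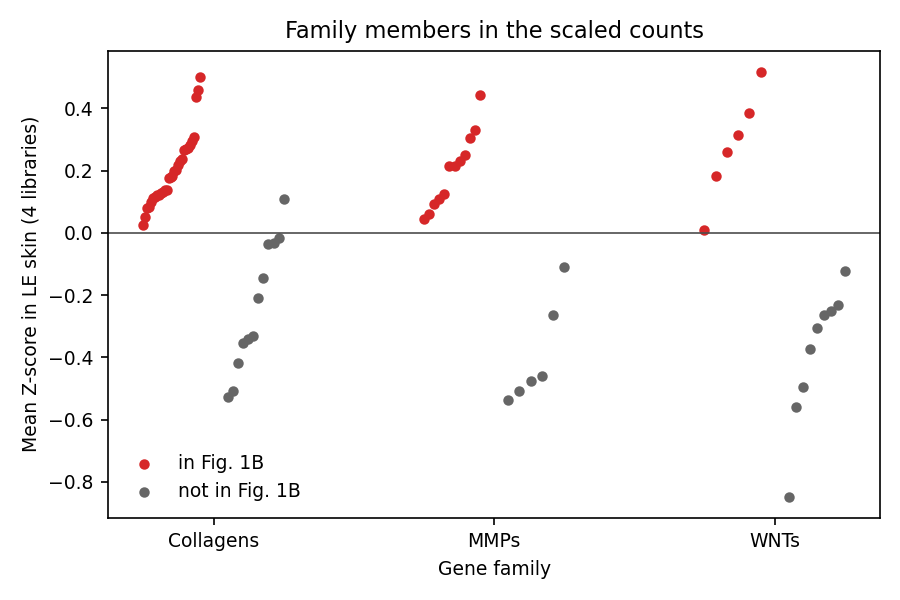
Average Z-score in LE skin (vertical axis, 4 libraries) of the collagen, MMP and WNT genes of the scaled table, 1 point per gene, sorted within each family and colored by whether the gene is shown in Fig. 1B. The 48 genes shown are above 0 and 26 of the 27 others are below 0.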

**Figure 2:**
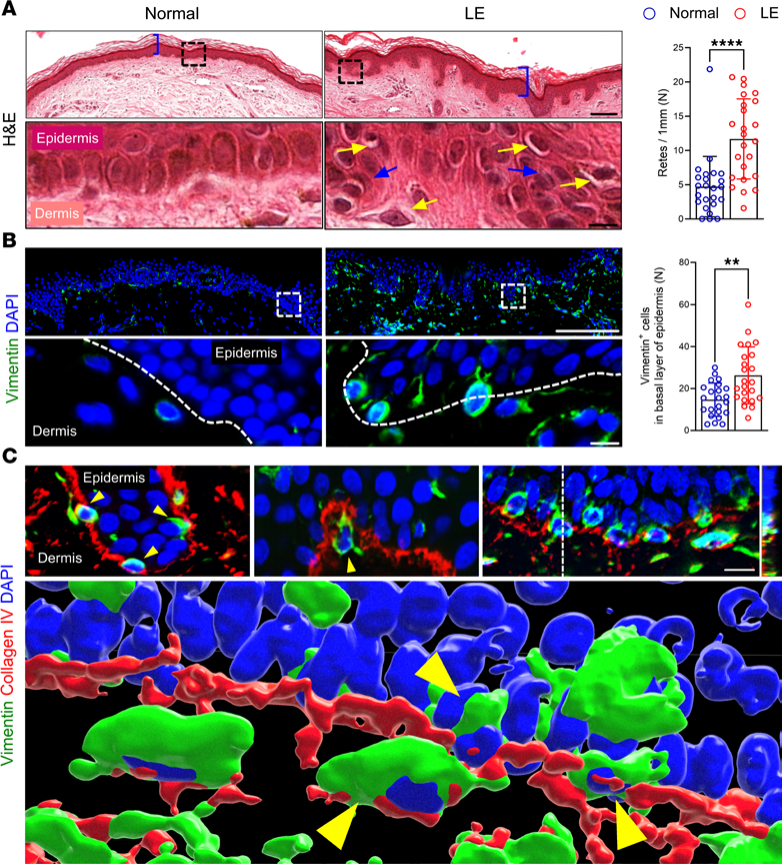
Lymphedema disrupts epidermal architecture and induces vimentin expression in keratinocytes. (**A**) Representative H&E images (scale bar: 100 μm) and magnified views (scale bar: 10 μm) of normal and lymphedematous (LE) skin. Dashed boxes indicate magnified areas. Blue parentheses indicate hyperkeratosis, yellow arrows indicate spongiosis, blue arrows indicate cells with loss of columnar morphology. Bar graph quantifies the number of rete ridges per field. Each circle represents 1 patient (*n* = 25). ****P < 0.0001 by paired Student’s *t* test. (**B**) Immunofluorescence images (scale bar: 100 μm) and magnified views (scale bar: 50 μm) of vimentin staining in normal and LE skin. Dashed lines delineate the epidermis and dermis. Bar graph quantifies vimentin^+^ cells per high-power field (*n* = 23). **P < 0.01 by paired Student’s *t* test. Error bars represent mean ± SD. (**C**) Immunofluorescence of vimentin (green) and collagen IV (red) in LE skin (scale bar: 100 μm). 3D rendering highlights vimentin^+^ cells (arrowheads) within or migrating through the basement membrane.

**Figure 3:**
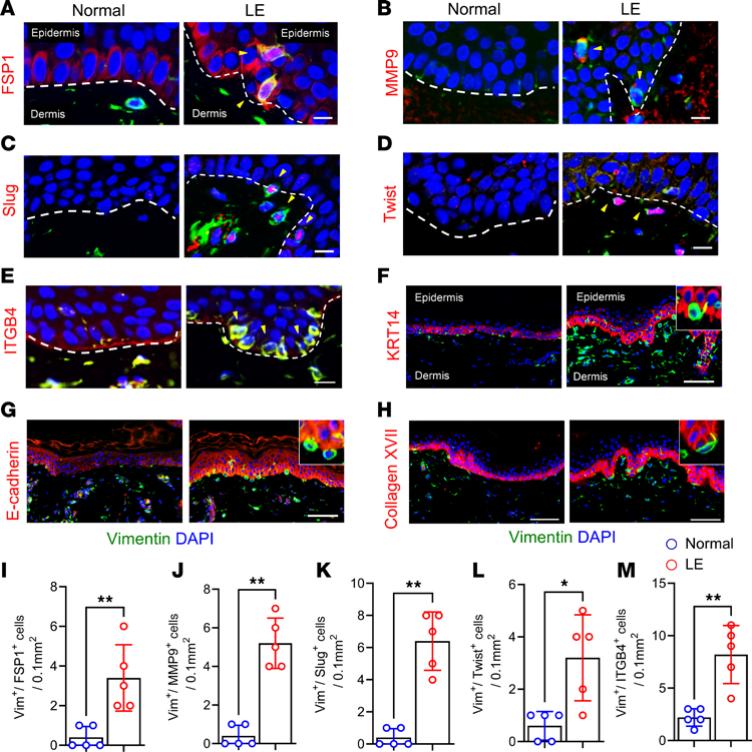
Vimentin^+^ epithelial cells in lymphedematous skin express EMT genes and lose epithelial markers. Representative immunofluorescence images of normal arm skin and lymphedematous arm skin biopsies from patients with unilateral BCRL. Costaining for vimentin (green) and the following markers (red) is shown **A,** FSP1; **B,** MMP9; **C**, Slug; **D,** Twist; **E,** ITGB4; **F**, KRT14; **G,** E-cadherin; and **H**, collagen XVII. Arrowheads highlight vimentin^+^ cells expressing EMT-related genes. Dashed lines delineate the epidermis and dermis. Scale bar: 100 μm. Quantification of EMT markers on Vimentin+ cells **I**, FSP1; **J**, MMP9; **K**, Slug; **L**, Twist; and **M**, ITGB4 from 200 x high magnification images from a 0.1 mm^2^ area. (*n* = 5). *P < 0.05 and **P < 0.01 by paired Student’s *t* test.

**Figure 4:**
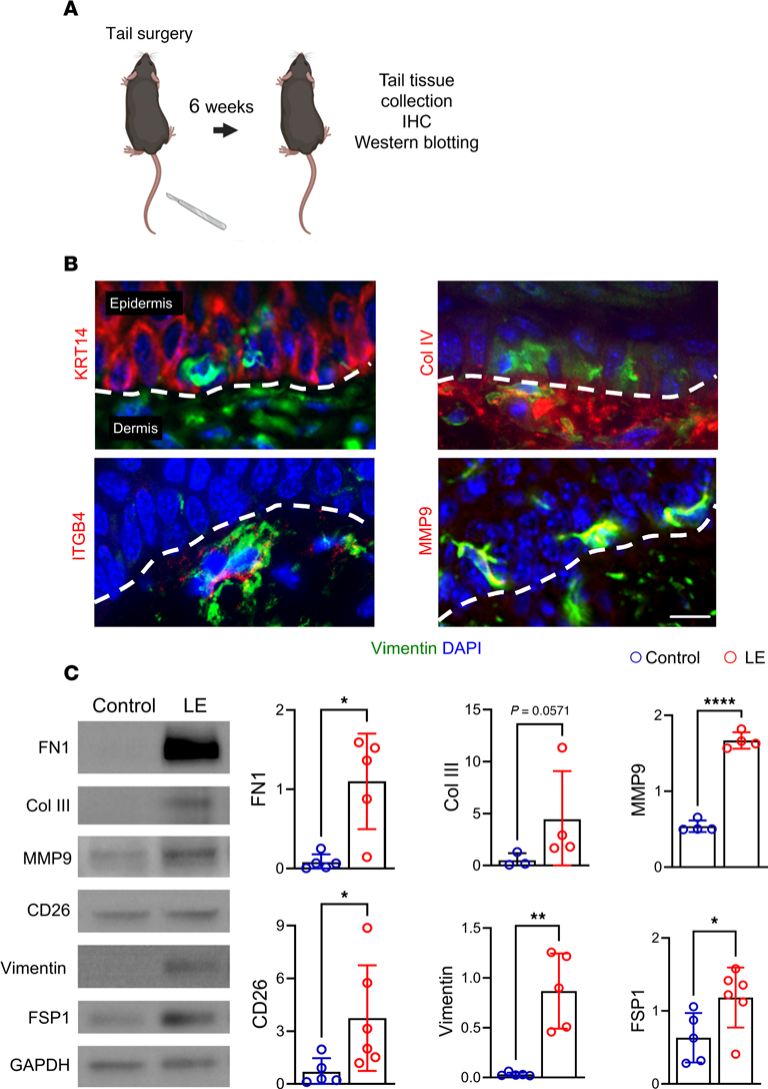
Mouse tail lymphedema induces EMT, mirroring human pathology. (**A**) Schematic illustrates the model and experiment plan. (**B**) Immunofluorescence images (scale bar: 100 μm) show costaining of vimentin (green) and KRT14, collagen IV, ITGB4, or MMP9 (red) in lymphedematous (LE) tail skin. Dashed lines delineate the epidermis and dermis. Note the presence of vimentin^+^ cells within the epidermis and the coexpression of EMT markers. (**C**) Representative Western blot and quantification graphs (relative to GAPDH; *n* = 3–6) demonstrate increased expression of fibronectin, collagen III, MMP9, CD26, vimentin, and FSP1 in LE tail skin compared with control. *P < 0.05, **P < 0.01, ****P < 0.0001 by Mann-Whitney test. Error bars represent mean ± SD.

**Figure 5:**
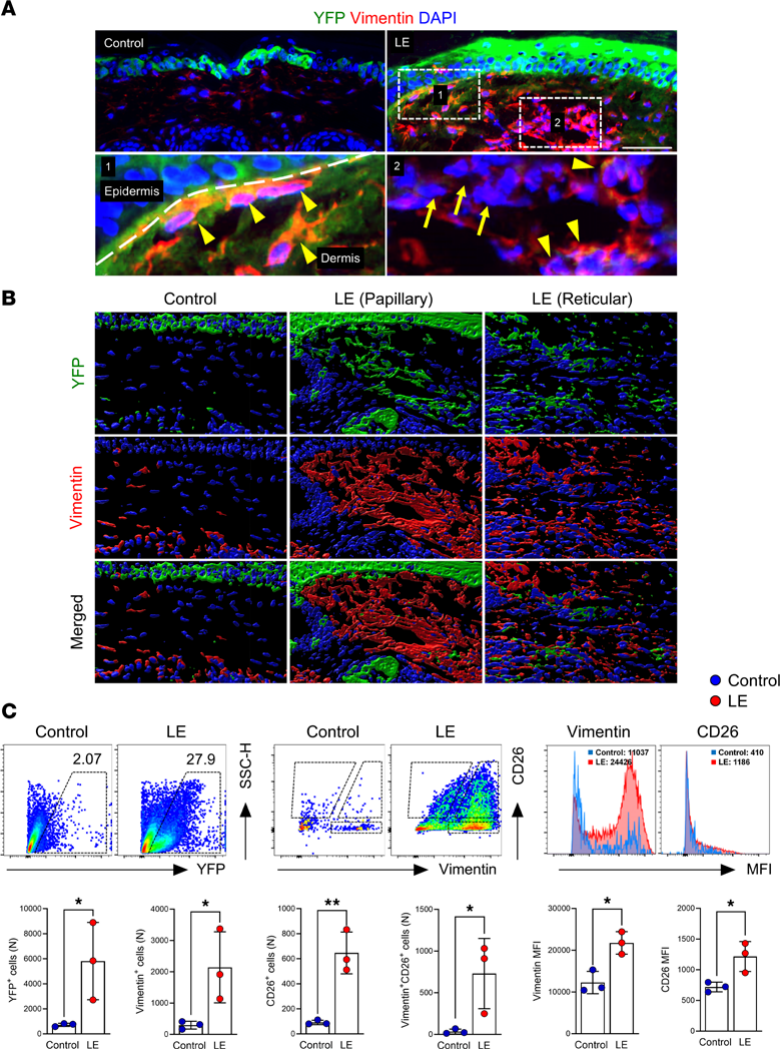
Lineage tracing confirms keratinocyte-derived fibroblasts in lymphedematous mouse tail skin. (**A**) Immunofluorescence images (scale bar: 100 μm) show YFP (green) and vimentin (red) staining in control and lymphedematous (LE) tail skin. Dashed lines delineate the epidermis and dermis. Magnified areas highlight YFP^+^ vimentin^+^ fibroblasts (arrowheads) and YFP^−^ vimentin^+^ fibroblasts (arrows) in LE skin. (**B**) 3D images of YFP and vimentin in control and LE skin underscore the increased presence and dermal distribution of YFP^+^ fibroblasts in lymphedema. (**C**) Representative flow cytometry plots and quantification graphs demonstrate a significant increase in YFP^+^ cells, vimentin^+^ CD26^+^ fibroblasts, and the mean fluorescence intensity (MFI) of vimentin and CD26 in the LE dermis compared with control. *P < 0.05, **P < 0.01 by unpaired Student’s *t* test. Error bars represent mean ± SD.

**Figure 6:**
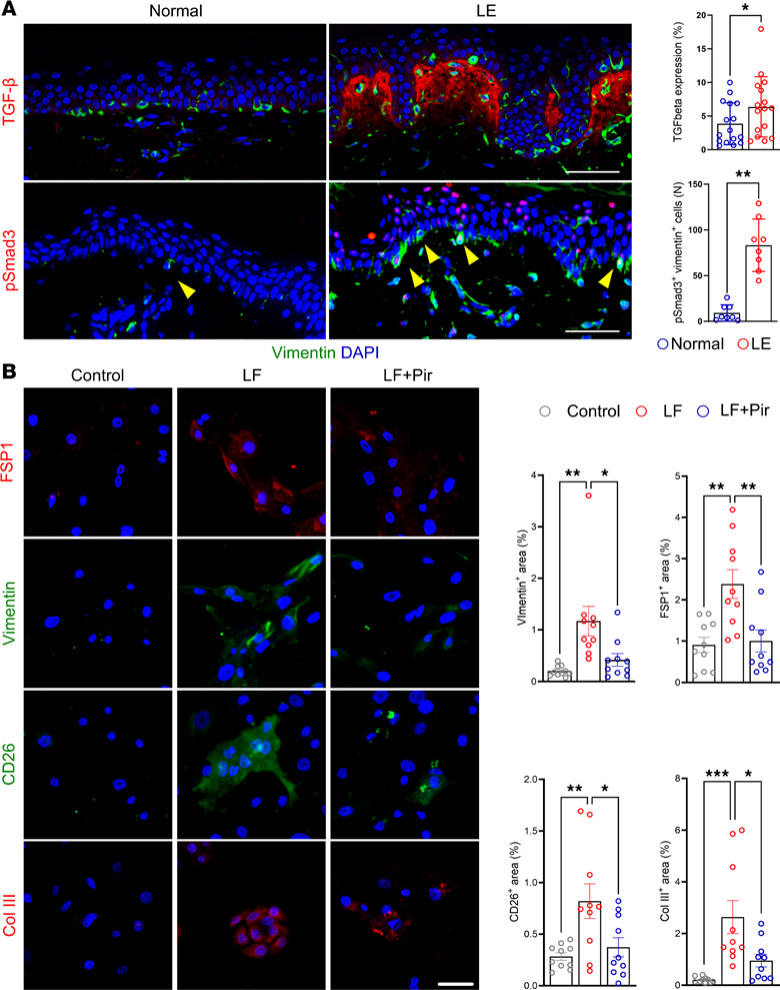
TGF-β signaling drives keratinocyte EMT in lymphedema, both in vivo and in vitro. (**A**) Immunofluorescence images (scale bar: 100 μm) show costaining for vimentin (green), TGF-β, and pSmad3 (red) in normal and lymphedematous (LE) skin. Dashed boxes highlight rete ridges. Quantification graphs show a significant increase in TGF-β and pSmad3 expression within vimentin^+^ cells in LE samples (*n* = 8–16). *P < 0.05, **P < 0.01 by paired Student’s *t* test. (**B**) Immunofluorescence images (scale bar: 20 μm) show staining for FSP1, vimentin, CD26, and collagen III in cultured human keratinocytes treated with phosphate buffered saline, LF, or LF with pirfenidone (Pir). Quantification graphs demonstrate LF-induced upregulation of EMT markers, which is significantly reduced by pirfenidone (*n* = 10). *P < 0.05, **P < 0.01, and ***P < 0.001 by 1-way ANOVA. Error bars represent mean ± SD.

**Figure 7:**
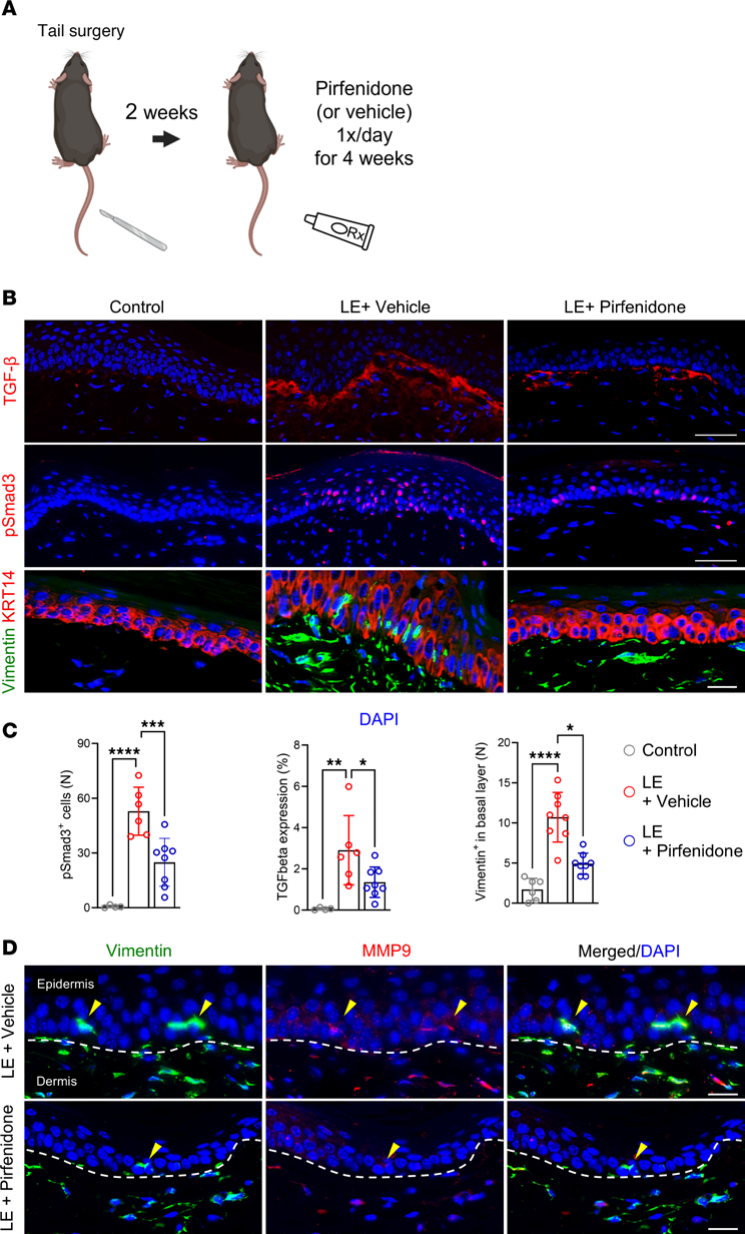
Topical pirfenidone reduces TGF-β signaling and keratinocyte EMT in lymphedematous mouse skin. (**A**) Schematic illustrates the timeline of tail skin/lymphatic excision, followed by 4 weeks of topical treatment with either vehicle (Aquaphor) or pirfenidone. (**B**) Immunofluorescence images (scale bar: 100 μm) show staining for TGF-β, pSmad3, vimentin, and KRT14 in control, lymphedematous (LE) + vehicle, and LE + pirfenidone groups. (**C**) Graphs quantify pSmad3^+^ cells, TGF-β–positive area, and vimentin^+^ cells (*n* = 4–8 mice). Significant reductions are seen in the pirfenidone-treated LE group. *P < 0.05, **P < 0.01, ***P< 0.001, ****P < 0.0001 by 1-way ANOVA. Error bars represent mean ± SD. (**D**) Immunofluorescence (scale bar: 100 μm) highlights vimentin (green) and MMP9 (red) in LE skin from vehicle and pirfenidone groups. Dashed lines delineate the epidermis and dermis. Arrowheads indicate vimentin^+^ cells with decreased MMP9 expression in the pirfenidone group.

**Figure 8:**
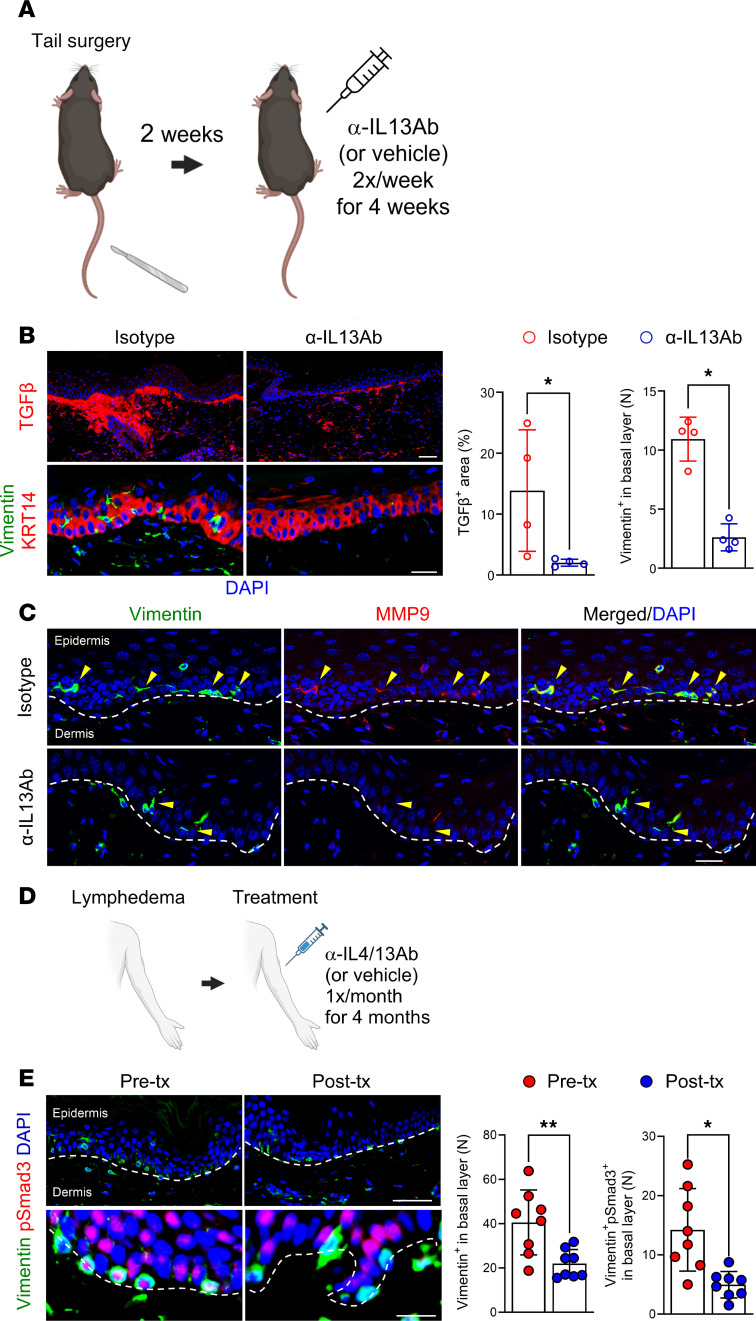
Th2 cytokine inhibition decreases TGF-β signaling and keratinocyte EMT in lymphedema. (**A**) Schematic illustration of the timeline of tail skin/lymphatic excision, followed by 4 weeks of treatment with either isotype control antibody or IL-13–neutralizing antibody (α-IL13). (**B**) Representative immunofluorescence images (scale bar: 100 μm) show TGF-β, vimentin, and KRT14 staining in control, lymphedematous (LE) + isotype, and LE + α-IL13 groups. Quantification graphs show significant reductions in TGF-β and vimentin^+^ cells in the α-IL13–treated LE skin (*N* = 4). *P < 0.05 by Mann-Whitney test. (**C**) Immunofluorescence (scale bar: 100 μm) highlights vimentin (green) and MMP9 (red) in LE + isotype and LE + α-IL13 groups. Dashed lines delineate the epidermis and dermis. Arrowheads indicate reduced MMP9 in vimentin^+^ cells following α-IL13 treatment. (**D**) Schematic illustrates the treatment regimen for patients with unilateral BCRL receiving QBX258 (anti–IL-4/IL-13) immunotherapy. (**E**) Immunofluorescence images (scale bar: 100 μm) show vimentin and pSmad3 staining in skin biopsies before and after QBX258 treatment. Dashed lines delineate the epidermis and dermis. Quantification graphs demonstrate a significant decrease in vimentin^+^ and pSmad3^+^ cells following therapy (*n* = 8). *P < 0.05, **P < 0.01 by paired Student’s *t* test. Error bars represent mean ± SD.

**Figure 9:**
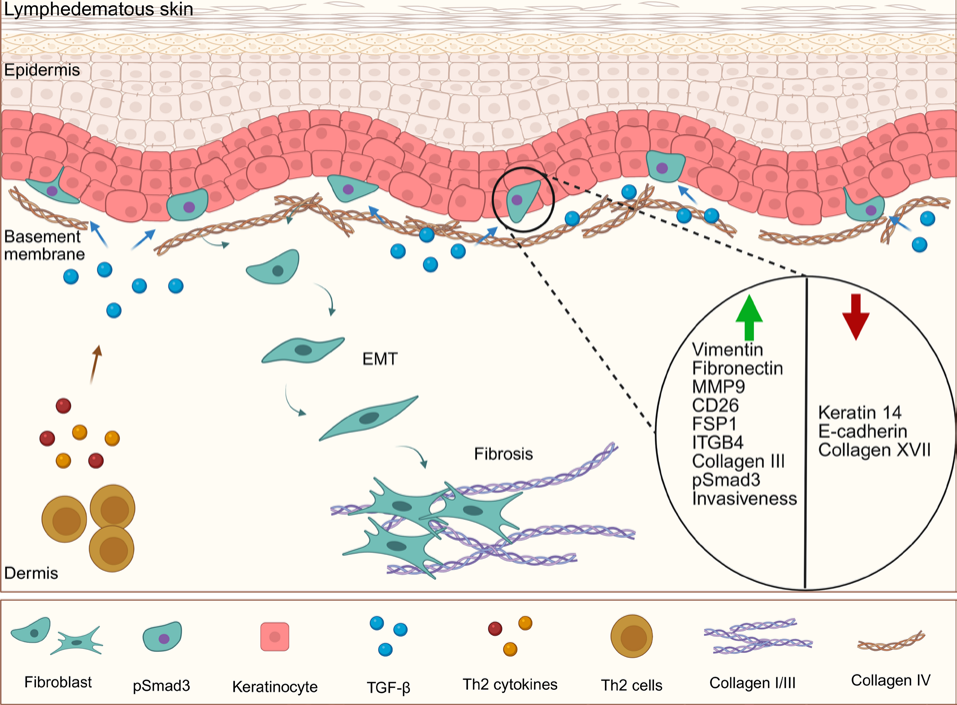
Proposed model of TGF-β–driven keratinocyte EMT and dermal fibrosis in lymphedema. Lymphedema creates a profibrotic environment with elevated dermal TGF-β, potentially regulated by Th2 cytokines. TGF-β induces EMT in keratinocytes in the basal layer of the epidermis. These cells exhibit increased mesenchymal markers and decreased epithelial markers, and they migrate into the dermis. Transformed keratinocytes differentiate into fibroblasts, contributing to dermal fibrosis through the production of ECM.

**Table 1:**
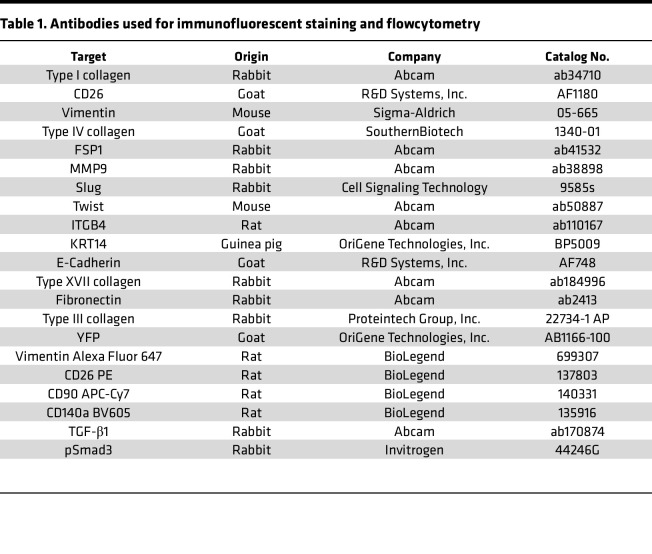
Antibodies used for immunofluorescent staining and flowcytometry

# Supplementary material for: TGF-β–mediated epithelial-mesenchymal transition of keratinocytes promotes fibrosis in secondary lymphedema
**Source:** JCI Insight. 2025 Jul 29;10(17):e192890. doi: 10.1172/jci.insight.192890
**Supplement:** Supplemental data

**TGF- $\beta$ –mediated epithelial–mesenchymal transition of  
keratinocytes promotes fibrosis in secondary lymphedema.**

**Supplementary data:**

|                                    | Value            |
|------------------------------------|------------------|
| Patients (n)                       | 4                |
| Age (years)                        | 60.2 $\pm$ 8.3   |
| Baseline BMI (Kg/mg <sup>2</sup> ) | 24.1 $\pm$ 3.6   |
| ISL stage                          |                  |
| Stage I                            | 1                |
| Stage II                           | 3                |
| Volume differential (%)            | 13.4 $\pm$ 0.05  |
| Volume differential (cc)           | 245.7 $\pm$ 95.7 |
| L-Dex Score                        | 19.4 $\pm$ 7.7   |
| Dutation (months)                  | 90.7 $\pm$ 92.7  |
| Radiation (n)                      | 4/4 (100%)       |
| Cellulitis episode/year            | 6.5 $\pm$ 7.2    |

**Supplementary table 1.** Demographics of RNAseq analysis performed patients (n=4). Data are presented as mean  $\pm$  standard deviation unless noted. BMI, body mass index; ISL, International Society of Lymphology.

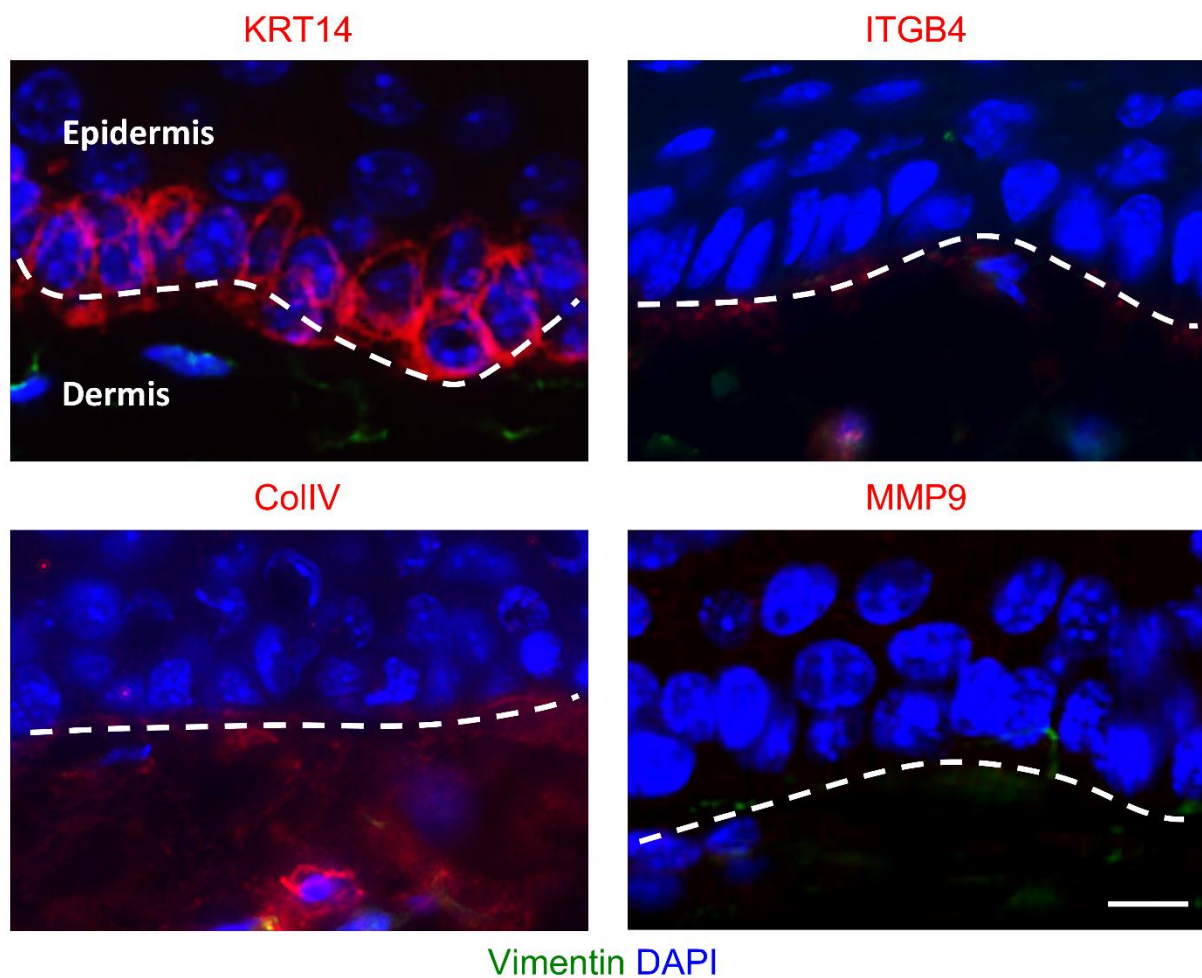

**Supplementary Figure 1. Absence of EMT markers in control mouse tail skin.**

Immunofluorescent images (scale bar, 100  $\mu$ m) of control mouse tail skin harvested 6 weeks post-surgery. Staining shows vimentin (green) along with EMT markers and the basement membrane marker collagen IV (red). Dashed lines delineate the epidermis and dermis. Note the

lack of vimentin<sup>+</sup> cells within the epidermis and the minimal co-expression of vimentin with EMT markers.

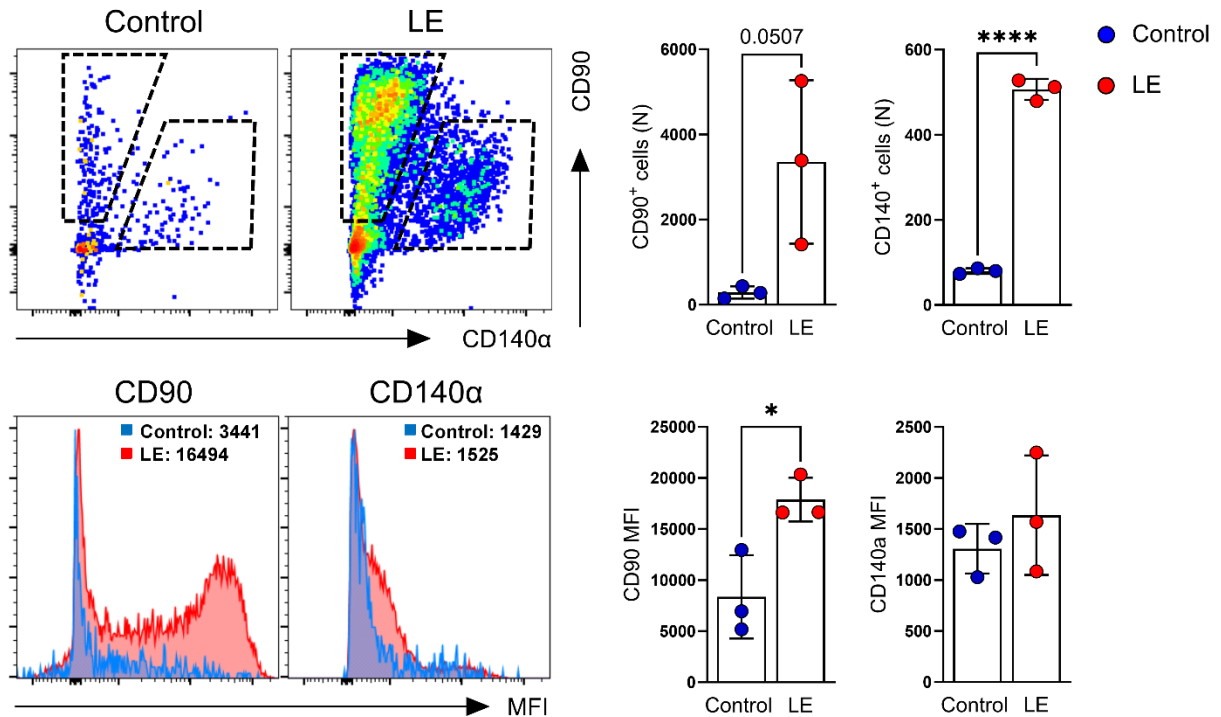

### Supplementary Figure 2. YFP<sup>+</sup> cells in lymphedematous dermis express fibroblast

**markers.** Flow cytometry analysis of isolated dermal cells from control and lymphedematous

mouse tail skin. Top: Quantification of CD90<sup>+</sup> and CD140α<sup>+</sup> fibroblasts in YFP<sup>+</sup> cell populations.

Bottom: Mean fluorescence intensity (MFI) of vimentin and CD26 in YFP<sup>+</sup> dermal cells. \* $p < 0.05$

and \*\*\*\* $p < 0.0001$  by unpaired Student's  $t$  test.

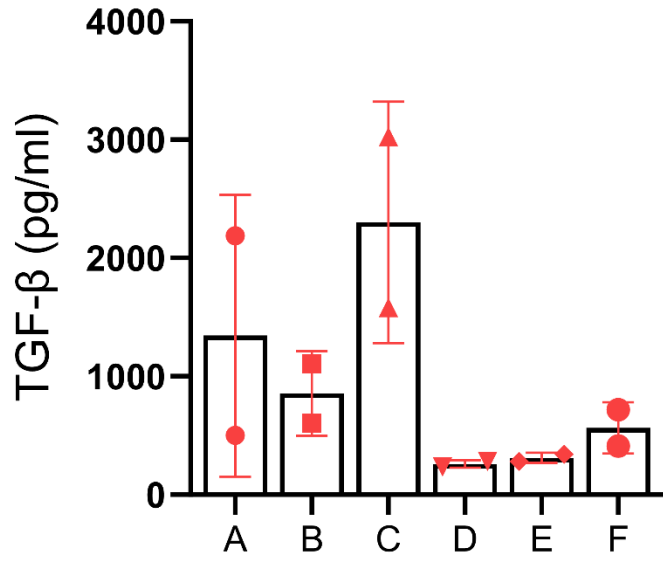

**Supplementary Figure 3. Lymph fluid from BCRL patients contains TGF-β.** ELISA quantification of TGF-β in lymph fluid from patients with unilateral BCRL.

# Supplementary material for: TGF-β–mediated epithelial-mesenchymal transition of keratinocytes promotes fibrosis in secondary lymphedema
**Source:** JCI Insight. 2025 Jul 29;10(17):e192890. doi: 10.1172/jci.insight.192890

GAPDH: MAB374(Sigma)

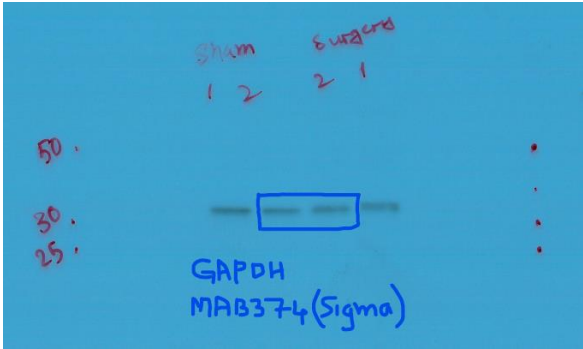

Fibronectin: ab2413(abcam)

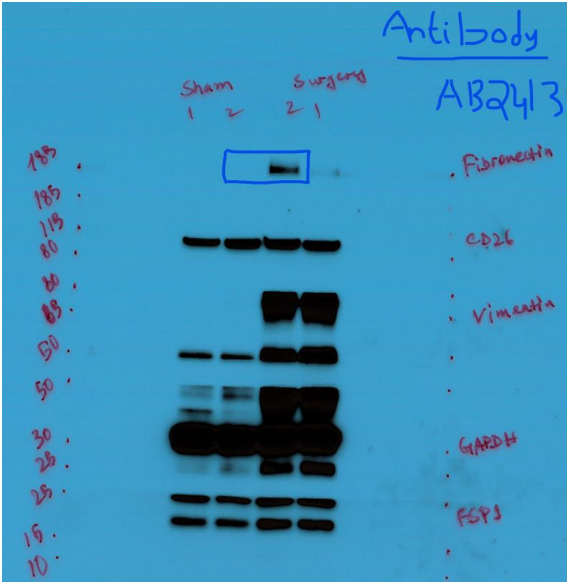

Collagen III: 22734-1-AP(proteintech)

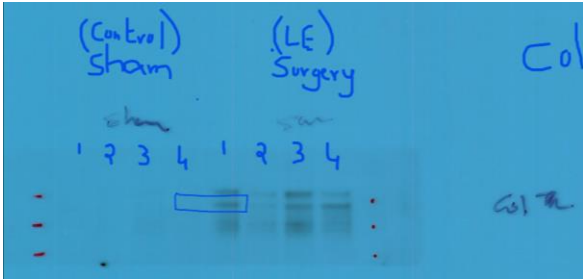

MMP9: ab38898(abcam)

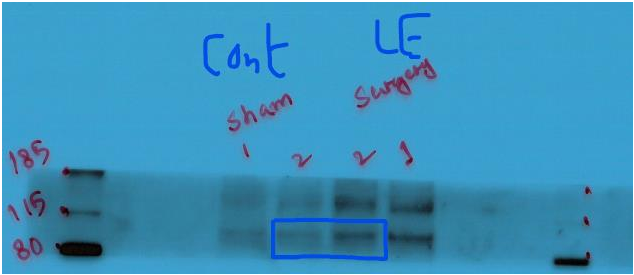

CD26: AF954(R&D)

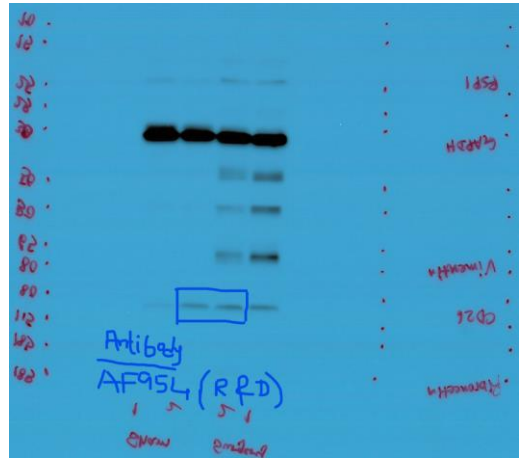

Vimentin: ab137321(abcam)

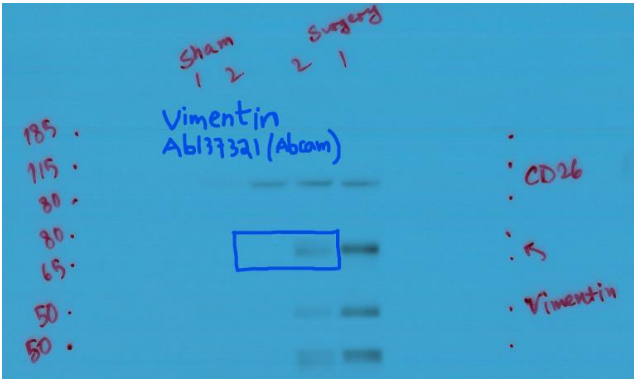

FSP1: ABF32(Sigma)

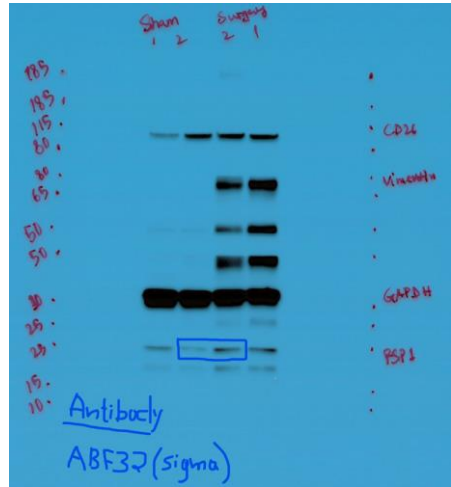

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

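RNA from skin biopsies of the lymphedematous and the normal arm of 4 patients was sequenced after removal of ribosomal RNA, which gave 8 libraries, 4 per group. The authors deposited the counts of reads per gene, made with HTSeq and not normalized, for 57445 genes. They also deposited a table of scaled values (a signal made of the counts divided by 1 size factor per library), which holds the 22494 genes with at least 15 reads in total, while the genes left out have 14 or fewer. The deposited counts are whole numbers, and each column of the scaled table is the matching count column divided by a constant. The aligner, genome build, annotation release and strand setting are not named in the paper's text. Genes are therefore given by the identifiers and symbols of the deposited table, without coordinates. Overlaps between genes were taken from the names in GENCODE release 29, which may not be the annotation the authors used, and genes with an overlap are uncertain where reads could be shared. Ages and other personal details of the patients, as in Fig. 1A, were not used here.

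Reads counted on genes numbered 15233368 to 20616771 per library. In the count table, 5 entries name no gene (reads outside genes, ambiguous, not unique, not aligned or of low quality), and 4 such entries are in the scaled table. They were left out of library sizes and tests. Reads outside genes were 44.7% to 48.7% of the listed total of a library, reads aligned to more than 1 place 9.73% to 14.0%, ambiguous reads 0.503% to 0.655% and reads not aligned 1.43% to 2.47%. The share not aligned was lower in lymphedematous skin in all 4 patients (0 of 4 higher). The sample descriptions give about 46000000 paired reads and 26% of reads on the transcriptome per library. All 8 columns of each table matched a sample (0 columns unmatched). No pair of libraries within a group looked like 1 library deposited again, since a chi-square of their counts over genes was 19.5 to 44.9 per degree of freedom.

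The comparison used R 4.3.3 and edgeR 4.0.16, with TMM normalization, edgeR's filter on low counts (minimum count 10), the quasi-likelihood test with the patient as a block, and Benjamini-Hochberg adjustment with a threshold of 0.05. The filter left 17405 of the 33215 genes with any reads. The patient block was chosen because both biopsies of a pair come from 1 donor and the paper analyzed clinical samples with paired tests. The pairing was checked by correlating, across genes, the deviations of libraries from their group means. These correlations were 0.317 to 0.562 for the 4 pairs from the same patient and -0.329 to 0.135 for the 12 pairs from different patients. With no replicate block, 245 genes had an unadjusted p under 0.05, against 827 in the paired fit. Log2 fold changes use a prior count of 2. Exact tests on single genes were two-sided, over the 16 sign flips of the 4 paired differences (smallest p 0.125) or the 70 splits of the 8 libraries (smallest p 0.0286).

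Z-scores were made from the authors' scaled counts on the linear scale with the sample SD. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, all 27 lists in 1 Benjamini-Hochberg family. The lists were the collagen, MMP and WNT families, 21 written lists of skin cell types, states and processes (basal, suprabasal and activated keratinocytes, fibroblasts, vascular and lymphatic endothelium, smooth muscle and pericytes, adipocytes, sweat and sebaceous glands, hair follicles, T cells, Th2 cells, macrophages, Langerhans cells, mast cells, melanocytes, Schwann cells, skeletal muscle, erythrocytes and proliferation), a TGF-β response list, and the mesenchymal and epithelial markers stained in Fig. 3. The mesenchymal list includes ITGB4, which the paper stained as an EMT marker and which is also in the basal keratinocyte list. Camera called 4 of the 27 lists, and 0 were called with an estimated correlation or with fry, where 0 lists had an unadjusted p under 0.05.

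The genes named in the text were fixed by a rule. They are the genes named in the results sentence, the 5 genes of Fig. 1B with the smallest p, the genes of Fig. 1B with a negative log2 fold change, the 5 genes in each direction with the smallest p among those changed the same way in all 4 patients (since no gene passed the threshold), and the markers stained in Fig. 3. The rule, edgeR's and camera's tests, the gene lists and all alternatives but 1 were set before the data were examined, while several tests of explanations for the results were chosen after the results were seen. The alternatives were DESeq2's size factors and upper-quartile normalization, the Wald test of DESeq2 1.42.0, limma-voom, robust dispersion, no filter on low counts, at least 10 counts in every library, no replicate block, and leaving out each patient in turn. For Z-scores they were log2(scaled counts + 1), the population SD and CPM with TMM factors, and for gene lists an estimated correlation and fry. A correction for GC content and transcript length was added after the data were seen, with transcripts of GENCODE release 29, and 97.1% of the tested genes had a value. Leaving out a single biopsy was not done, since its partner then adds nothing in the paired fit.

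The test was checked on simulated data, with counts drawn 10 times from the means and library sizes of the 17405 genes and 200 genes changed. It called 30.0%, 74.1% and 98.6% of the genes changed by 0.5, 1 and 2 on the log2 scale, and 67.2% of the changed genes in all. Of all genes called, 12.0% were unchanged, above the 5% that the threshold allows, so the adjusted p was somewhat liberal in these simulated data. With no gene changed, 1 to 11 genes were called per simulation (mean 5.3), and 4.79% of genes had an unadjusted p under 0.05. In the real data, the labelings that swap biopsies within patients gave 0 or 1 calls. The simulation thus differs from the data in false calls, and its shares called may be too high. Camera called a list in 1 of 10 such simulations and fry in 0, and a list shifted by 0.3 was called by camera in 9 of 10. Genes were simulated as independent, which favors camera. Figures were drawn with matplotlib 3.10.9.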

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

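The tests that set the vascular markers against the fibroblast markers and the basal against the suprabasal keratinocyte markers were chosen only after the changes of these lists had been seen. Of 105 groups of 4 values checked for a value far from the other 3, 4 had one, where 5.25 are expected by chance. The LE biopsy of patient 1 had 95.4 scaled counts of MMP9, against a median of 29.4 in the other 3 patients, and it rests on 85 reads. The normal biopsy of patient 1 had 55646 scaled counts of COL3A1, against a median of 19866 in the others, and the LE biopsy of that patient had 84204. The sebaceous gland markers changed by 1.81 on the log2 scale in patient 2, and without this patient their median log2 fold change was -0.77 in place of 0.40. The mean change of this list was lower in 3 of 4 patients. Only 4 of the 7 genes of that list were tested, and the most abundant, FADS2, had 87.7 ± 152 CPM (counts scaled by library size and TMM factor) in normal and 262 ± 516 in LE skin (SD, n = 4), and was higher in LE skin in 1 of 4 patients. The skeletal muscle markers (4 of 8 tested) changed by 0.96 in patient 4, and without this patient their median was -0.02 in place of 0.26. A biopsy that took in more of a gland or of muscle is a candidate explanation for the last 2 values, which was not tested, and no biological explanation was tested for any of the 4.

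The paper does not report on cell types in the RNA-seq data. Vascular endothelium markers had a median log2 fold change of 0.62, with 5 of 6 tested genes and 4 of 4 patients higher in LE skin (adjusted p = 6.4e-04 from limma's camera test with Benjamini-Hochberg adjustment, 8.1e-11 to 0.776 over the alternatives). VWF, the most abundant, rose from 91.0 ± 49.6 to 135 ± 64.6 CPM (SD, n = 4). The tested genes are expressed in normal skin as well, and 0 of them are in Fig. 1B or in another marker list. Without patient 4 the median was 0.37 and without patient 2 it was 0.77. A lower share of keratinocytes in the LE biopsies would raise the markers of every dermal cell alike. The vascular markers rose above the fibroblast markers in 4 of 4 patients, by 0.56 ± 0.48 (SD), and by 0.34 without patient 4, which argues against this as the whole cause. The fibroblast list shares 4 genes with Fig. 1B. After correction for GC content and transcript length the adjusted p in limma's camera test was 6.5e-05, which argues against these trends. Swapping the biopsies within patients makes 8 splits, the real one included, and the real one gave the largest mean change (1 of 8). With 8 splits a share under 0.05 cannot be reached whatever the values are, so this count decides nothing and chance between patients stays open. Neither an estimated correlation (adjusted p = 0.670) nor fry (0.776) of limma called the list. More vessels, a change within vessels and lymphedema itself stay open and untested.

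Smooth muscle and pericyte markers had a median log2 fold change of 0.40, with 8 of 8 genes positive (adjusted p = 0.00218 from limma's camera test with Benjamini-Hochberg adjustment, 3.6e-08 to 0.776 over the alternatives), but were higher in only 2 of 4 patients. Without patient 2 the median was 0.10 (adjusted p = 0.125 in limma's camera test) and without patient 4 it was 0.24 (0.0756). The most abundant genes were MYH11, with 129 ± 63.9 and 165 ± 11.3 CPM, and ACTA2, with 107 ± 33.2 and 127 ± 10.2 (SD, n = 4). None of the genes (0) is in Fig. 1B or in another marker list. In 4 of the 8 splits the mean change was as large, which leaves chance between patients open. The correction for GC content and transcript length left an adjusted p of 0.00167 in limma's camera test. A biopsy that reached a larger vessel or a hair muscle was not tested.

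Sweat gland markers had a median log2 fold change of -0.25, with 0 of 9 genes positive and 4 of 4 patients lower (adjusted p = 0.0115 from limma's camera test with Benjamini-Hochberg adjustment, 8.3e-06 to 0.776 over the alternatives). Without patient 2 the median was -0.42, without patient 4 it was -0.08 (adjusted p = 0.628 in limma's camera test), and with no replicate block it was -0.33 (0.291). KRT77 had 392 ± 88.2 CPM in normal and 312 ± 82.0 in LE skin, lower in 4 of 4 patients. DCD had 312 ± 297 and 242 ± 235 (SD, n = 4) but was higher in LE skin in 3 of 4 patients. Of the genes, 0 are in Fig. 1B or in another marker list. The real split gave the largest mean change (1 of 8), and since 8 splits cannot give a share under 0.05 this count decides nothing and chance between patients stays open. The correction for GC content and transcript length left an adjusted p of 0.0326 in limma's camera test. Fewer sweat glands in the LE biopsies, by sampling or by disease, stay open and untested.

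Suprabasal keratinocyte markers had a median log2 fold change of -0.17, with 3 of 11 genes positive and 3 of 4 patients lower (adjusted p = 0.0146 from limma's camera test with Benjamini-Hochberg adjustment, 8.3e-06 to 0.776 over the alternatives). Without patient 1 the median was -0.09 (adjusted p = 0.398 in limma's camera test), without patient 2 it was -0.10 (0.125), without patient 3 it was -0.26, and with no replicate block it was -0.16 (0.155). FLG, the most abundant, had 11248 ± 3012 CPM in normal and 10247 ± 3490 in LE skin (SD, n = 4). None of the genes (0) is in Fig. 1B or in another marker list. After correction for GC content and transcript length the adjusted p in limma's camera test was 0.0368, which argues against these trends as the whole cause. A lower share of keratinocytes would lower basal markers as well and raise the markers of dermal cells alike. Basal markers changed by 0.29 ± 0.30 (SD) more than suprabasal markers, higher in 3 of 4 patients, a difference no larger than its spread, which decides nothing. The vascular and fibroblast markers moved apart by 0.56 in the mean, in 4 of 4 patients and by more than the spread. That value holds no keratinocyte gene and was brought in after the values were known, so it cannot decide the cause for suprabasal markers. A lower share of keratinocytes stays open, and so does a change within the epidermis, which was not tested. In 3 of the 8 splits the mean change was as large, which leaves chance between patients open.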

How the results depend on the processing

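The correction for GC content and transcript length was chosen after seeing the data, and the other alternatives before. The number of genes with an adjusted p under 0.05, 0 higher and 0 lower in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (827 at an unadjusted p under 0.05), stayed at 0 and 0 with DESeq2's size factors, upper-quartile normalization, limma-voom, robust dispersion, at least 10 counts in every library, no replicate block, the GC content and length correction and without each patient in turn. The Wald test of DESeq2 gave 1 higher (RGS5) and 1 lower (WIF1). With no filter on low counts 123 were higher and 64 lower, and 2 of the Fig. 1B genes were called in place of 0. That fit called 102 to 618 genes over the labelings that swap biopsies within patients. Genes with an unadjusted p under 0.05 numbered 451 with DESeq2, 1576 with no filter, 245 with no replicate block, 1348 with the GC content and length correction and 1744 without patient 3. The number of Fig. 1B genes with a positive log2 fold change was 56 to 63 over the alternatives that kept all patients and 40 to 56 without each patient. Their median Z-score was 0.17 to 0.23 and 0.15 to 0.35. The causes were not tested, apart from that of the calls with no filter.

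Without each patient in turn, the median log2 fold change of the collagens ran from -0.0085 (without patient 1) to 0.21 (without patient 3), and that of the MMPs from -0.018 to 0.27 (the same patients). Leaving out each patient turned the direction of the following results, given as a range with the patient behind the value that turned most. VIM ran from -0.0026 (without patient 1) to 0.15, S100A4 from -0.053 (patient 1) to 0.23, TGFB3 from -0.15 to 0.12 (patient 4), COL3A1 from -0.23 to 0.21 (patient 3), MMP25 from -0.29 to 0.28 (patient 2), CDH1 from -0.039 (patient 3) to 0.055, and COL17A1 from -0.017 (patient 4) to 0.21. Among the marker lists, where the median over all patients is given first, adipocytes (-0.45) ran from -1.71 to 0.42 without patient 2, sebaceous glands (0.40) from -0.77 without patient 2 to 0.68, hair follicles (-0.44) from -0.60 to 1.09 without patient 4, T cells (-0.01) from -0.15 to 0.030 without patient 1, mast cells (0.051) from -0.051 without patient 4 to 0.17, Schwann cells (-0.24) from -0.31 to 0.054 without patient 1, skeletal muscle (0.26) from -0.022 without patient 4 to 0.34, erythrocytes (0.17) from -0.52 without patient 3 to 1.07, proliferation (-0.08) from -0.11 to 0.052 without patient 1, and the mesenchymal markers of Fig. 3 (0.08) from -0.0077 without patient 1 to 0.11.

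Other alternatives turned the direction of the following results. With no replicate block TGFB3 was 0.021, COL3A1 0.25, MMP25 0.065, T cells 0.040 and erythrocytes -0.020. MMP25 was 0.0041 with limma-voom, and with the GC content and length correction it was 0.052 and CDH1 -0.013. Sebaceous glands were -0.12 with DESeq2, T cells 0.050 with at least 10 counts in every library, and with no filter hair follicles were 0.96 and skeletal muscle -0.0081. The number of lists called by limma's camera test, 4 of 27, was 11 with DESeq2, 12 with limma-voom, 7 with at least 10 counts in every library, 8 with the GC content and length correction, 2 with no replicate block (sweat gland and suprabasal keratinocyte markers were not called), 0 with an estimated correlation and 0 with fry. Across the fits without a patient it was 4 without patient 4. It was largest without patient 3, where 8 further lists passed, the collagens among them, and 0 were lost. The block changed no other call. Of single genes and lists that passed the threshold only under an alternative, there were 9 with DESeq2, 8 with limma-voom, 12 with no filter, 3 with at least 10 counts and 4 with the GC content and length correction. Without patients 1, 2, 3 and 4 in turn, 3, 2, 8 and 2 results passed only then, and 1, 2, 0 and 2 lists no longer passed. No normalization moved the median log2 fold change of all genes by over 0.1.

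In simulated data with the same number of libraries, 30.0% of genes changed by 0.5 on the log2 scale were called, and 4 of the 62 tested genes of Fig. 1B had a larger log2 fold change than that. The share called may be too high for the real data, since the simulation gave more false calls on average than swaps of the real biopsies.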

Differences from the paper's values

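The average Z-scores of the 67 genes of Fig. 1B lay within 4.99e-07 of the paper's supporting data values, so no value differs on that scale. The paper states that expression of TGF-βs was increased in lymphedematous skin. Its text does not name the TGF-βs meant, and of their 3 genes Fig. 1B shows TGFB1 and TGFB3, so TGFB2 may not be among them. TGFB1 had a log2 fold change of 0.30. TGFB2 had -0.11 and was higher in 1 of 4 patients, and no alternative turned it positive. TGFB3 had -0.02, and was positive with no replicate block (0.02) and without patient 4 (0.12). COL3A1 and MMP25, shown as higher in Fig. 1B, had log2 fold changes of -0.02 each within patients. Their mean scaled counts were higher in LE skin (29713 and 35237 for COL3A1, 14.8 and 15.6 for MMP25). On log2(scaled counts + 1) the average Z-scores of TGFB3, COL3A1 and MMP25 were -0.043, -0.012 and -0.092, so their direction depends on the scale. COL3A1 was positive with no replicate block (0.25) and without patients 2 (0.0092) or 3 (0.21). MMP25 was positive with limma-voom (0.0041), with no replicate block (0.07), without patients 2 (0.28) or 4 (0.08) and with the GC content and length correction (0.05), the last chosen after seeing the values.

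The paper states increased expression of fibrotic genes, and 0 of the 62 tested genes of Fig. 1B had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (2 at an unadjusted p under 0.05). With no filter on low counts, an alternative set before the data were examined, COL4A1 (adjusted p = 0.00376) and TNC (0.00622) passed in the same edgeR test. Their log2 fold changes were nearly the same as with the filter, but their standard errors were 0.10 and 0.11, against 0.21 each. No other alternative called a gene of Fig. 1B.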

Other observations

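The tests of the read counts of genes called with no filter, of the genes left out of Fig. 1B and of the type IV collagens were chosen only after the result was seen. Genes outside Fig. 1B with the smallest p among those changed the same way in all 4 patients were RGS5 (log2 fold change 0.67), S1PR1 (0.64), GIMAP8 (0.59), TFPI (0.48) and ERG (0.76), which were higher, and WIF1 (-0.68), SPRR4 (-1.21), COCH (-0.92), LCE2C (-0.46) and CST6 (-0.58), which were lower. Each had an adjusted p of 0.721 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RGS5 overlaps NUF2 and COCH overlaps STRN3 on the opposite strand. Of all tested genes, 1148 were higher and 1085 lower in all 4 patients, 12.8% together, where chance gives 12.5%.

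Each count of splits includes the real one. Of the 8 splits that swap the biopsies within patients, 3 gave at least as many genes with an unadjusted p under 0.05 as the real one (827, and 1744 without patient 3), with a range of 504 to 1849, and 8 splits cannot give a share under 0.05. With no replicate block, 30 of the 35 splits of the 8 libraries gave as many as the real split (245). Only 8 of the 35 part all 4 pairs as the real one does, of which 3 gave as many, and the others keep both biopsies of some patients together. The mean change was as large in 5 of 8 splits for the collagens, in 5 for the MMPs and in 7 for the WNTs.

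With no filter on low counts, 187 genes were called in the paired fit, of which 78 changed the same way in all 4 patients. Noise of genes with few reads is argued against, since 79.7% of them (149) pass the filter. A candidate explanation is that the spread between libraries is estimated too low once nearly empty genes enter the fit. The prior degrees of freedom, the weight given to the spread shared between genes, were 6.49 with the filter and infinite without it. Without the filter the fit thus set aside each gene's own spread. The called genes COL4A1 and TNC go with this explanation. Their standard errors were 0.10 and 0.11 without the filter and 0.21 each with it, at nearly the same log2 fold changes. Simulated counts with no changed gene gave 5.20 calls per simulation without the filter when the spread came from the unfiltered fit, a test that decides nothing since its input is the fit in question. With the spread of the filtered fit they gave 23.4 calls, against 3.80 with the filter, which is consistent with this explanation for part of the calls, 23.4 being fewer than 187. In 4 of the 8 splits that swap biopsies within patients as many genes were called (range 102 to 618), which leaves chance between patients open. Every swapped labeling gave calls, so an adjusted p under 0.05 in this fit does not by itself mark a difference between the arms.

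Fig. 1B may show only those members of the collagen, MMP and WNT families with a positive average Z-score. A positive value was found for 3.70% of the 27 members of the scaled table that are not shown, and for 48 of the 48 that are. This was tested on the same values in which it was noticed, and no other rule of choice was tested.

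COL4A1 (log2 fold change 0.46) and COL4A2 (0.27), which overlap on opposite strands, were higher while COL1A1 (0.16), COL1A2 (0.000295) and COL3A1 (-0.02) changed little. If all collagen genes rose by the same factor, both groups would rise alike. Whole biopsies do not show which cells the reads of each group came from, so a rise in fibroblasts alone was not tested. The type IV genes rose above the fibrillar ones by 0.32 ± 0.89 (SD), in 3 of 4 patients (-0.07 without patient 3 and 0.65 without patient 2), a difference smaller than its spread, so a general rise cannot be told apart from one of type IV collagen.

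The paper stained epidermal cells for the proteins of the following genes in Fig. 3, while the values here are RNA of whole biopsies, so they do not measure the same thing. Log2 fold changes were 0.07 for S100A4 (FSP1), -0.17 for SNAI2 (Slug), -0.20 for TWIST1, 0.26 for ITGB4, 0.17 for KRT14, 0.01 for CDH1 (E-cadherin) and 0.11 for COL17A1, with unadjusted p values of 0.205 or more in edgeR's quasi-likelihood test. MMP9, also stained there, had a log2 fold change of 0.79 (0.40 without patient 1) and was higher in 4 of 4 patients, with few reads. Its unadjusted p was 0.0273 and its adjusted p 0.975 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Direction turned for S100A4 without patient 1 (-0.05) or 3 (-0.0015), for CDH1 without patient 2 (-0.02) or 3 (-0.04) and with the GC content and length correction (-0.01), and for COL17A1 without patient 4 (-0.02). Single patients also weighed on SNAI2, ITGB4 and KRT14. SNAI2 fell most in patient 1 (439 to 272 scaled counts) and rose in patient 3 (394 to 461). ITGB4 rose most in patient 4 (1698 to 3235) and fell in patient 3 (2582 to 1737). KRT14 rose most in patient 4 (34447 to 49760) and fell in patient 3 (30270 to 25942).

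The marker lists that camera did not call had adjusted p values of 0.0530 to 0.961 in limma's camera test with Benjamini-Hochberg adjustment. Among them, the median log2 fold change was 0.22 for TGF-β response genes (0.11 without patient 1), 0.12 for basal keratinocytes (0.04 without patient 4, 0.20 without patient 3), 0.54 for activated keratinocytes (0.01 without patient 1), -0.07 for fibroblasts (-0.22 without patient 1, -0.03 without patient 4), 0.22 for lymphatic endothelium (0.04 without patient 1, 0.48 without patient 3), 0.17 for Th2 cells (0.09 without patient 4, 0.10 without patient 1 or 2), -0.09 for macrophages (-0.0041 without patient 4), -0.18 for Langerhans cells (-0.31 without patient 1, -0.09 without patient 4), -0.14 for melanocytes and 0.11 for the epithelial markers of Fig. 3 (0.05 without patient 4, 0.21 without patient 3). The Th2 list has 3 tested genes that do not move together, and its mean change was -0.06, with 1 of 4 patients higher. Log2 fold changes were 0.17 for GATA3, 0.18 for IL4R and -0.59 for CCR4 (0 of 4 patients higher). In normal skin GATA3 had 99.3 CPM and IL4R 25.9, while T cell markers had 0.639 (CD3D) to 18.1 (CD4). Reads of GATA3 and IL4R may thus come from other cells, and the median does not measure Th2 cells. The TGF-β response list, with 9 of 12 genes positive and 3 of 4 patients higher, had an adjusted p of 0.0530 in limma's camera test with Benjamini-Hochberg adjustment, and 0.00126 to 0.776 over the alternatives. It passed the threshold in that test with DESeq2 (0.00126), limma-voom (0.00735), at least 10 counts in every library (0.0389), without patient 2 (0.0476) or 3 (0.00357) and with the GC content and length correction (0.0368), which was chosen after seeing the data. It did not pass with the other normalizations, no filter, no replicate block, without patient 1 or 4, with an estimated correlation or with fry. This list shares 2 of its genes with Fig. 1B. The basal keratinocyte, activated keratinocyte and melanocyte lists also passed with DESeq2, limma-voom and the GC content and length correction, the fibroblast, lymphatic endothelium and Langerhans cell lists with DESeq2 and limma-voom, the activated keratinocyte and melanocyte lists with at least 10 counts in every library, and the sebaceous gland list with limma-voom. Of these lists, none (0) passed with an estimated correlation or fry.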
